# Obesity alters the mouse endometrial transcriptome in a cell context-dependent manner

**DOI:** 10.1186/s12958-022-01030-0

**Published:** 2022-11-24

**Authors:** Mike R. Wilson, Hilary Skalski, Jake J. Reske, Marc Wegener, Marie Adams, Galen Hostetter, Hanne M. Hoffmann, Jamie J. Bernard, Victoria L. Bae-Jump, Jose M. Teixeira, Ronald L. Chandler

**Keywords:** Uterus, Obesity, Endometrium, Epithelium, Stroma

## Abstract

Obesity impacts fertility and is positively correlated with endometrial hyperplasia and endometrial cancer occurrence. Endometrial epithelia often harbor disease driver-mutations, while endometrial stroma are highly regulative of neighboring epithelia. Here, we sought to determine distinct transcriptome changes occurring in individual cell types in the obese mouse uterus. Outbred CD-1 mice were fed high-fat or control diets for 18 weeks, estrous cycle staged, and endometrial epithelia, macrophages, and stroma isolated for transcriptomic analysis. High-fat diet mice displayed increased body mass and developed glucose intolerance, hyperinsulinemia, and fatty liver. Obese mouse epithelia displayed differential gene expression for genes related to innate immunity and leukocyte chemotaxis. The obese mouse stroma differentially expressed factors related to circadian rhythm, and expression of these genes correlated with glucose tolerance or body mass. We observed correlations between F4/80 + macrophage numbers, Cleaved Caspase 3 (CC3) apoptosis marker staining and glucose intolerance among obese mice, including a subgroup of obese mice with high CC3 + luminal epithelia. This subgroup displayed differential gene expression among all cell types, with pathways related to immune escape in epithelia and macrophages, while the stroma dysregulated pathways related to regulation of epithelia. These results suggest an important role for differential response of both the epithelia and stroma in their response to obesity, while macrophages are dysregulated in the context of apoptotic epithelia. The obesity-related gene expression programs in cells within the uterine microenvironment may influence the ability of the endometrium to function during pregnancy and influence disease pathogenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12958-022-01030-0.

## Introduction

Obesity is defined by a disproportionate body weight relative to height and an accumulation of adipose tissue [1]. The global percentage of overweight or obese people has increased by 28% from 1980 to 2013 [2], and in 2014, the World Health Organization reported 1.5 billion overweight and 640 million obese people globally [1]. Obesity is associated with numerous chronic conditions, including type 2 diabetes, cardiovascular disease, and many types of cancer [1]. Obesity also has a negative impact on female fertility [3]. Evidence suggests that the uterine endometrium specifically is impacted by obesity [4]. Increases in BMI lead to reduced fecundity, even in eumenorrheic women [5–8]. Women with BMI > 30 displayed significantly lower rates of clinical pregnancy following frozen-thawed embryo transfer, which may indicate an effect of obesity on endometrial function [9].

In addition to its effects on fertility, obesity affects the pathogenesis of diseases derived from the endometrial epithelia, such as endometrial hyperplasia and endometrial cancer (EC) [10, 11]. EC was the first cancer identified with an increased risk among obese populations [10] and is the 4^th^ most commonly diagnosed cancer type in women [12]. Although EC mostly affects post-menopausal women, the incidence of EC is increasing at a higher rate among pre-menopausal women, likely due to increasing rates of obesity [13]. Conversely, endometriosis is a benign condition that is also thought to be derived from the endometrium and harbors many of the same mutations as EC, but incidence of endometriosis is thought to be negatively correlated with obesity [14]. Understanding the impact of obesity on the endometrium is imperative to developing preventative measures against EC and restoring fertility to obese women.

The endometrium is composed of a single cell layer of epithelial cells, which forms both luminal and glandular compartments, a multicellular highly regulated stromal layer, and additional vascular and immune components [15]. The endometrium is highly dynamic throughout the menstrual cycle, with changes in morphology occurring in response to ovarian steroid sex hormone levels. The endometrial stroma is thought to be most responsive to steroid hormone signaling, and stroma can, in turn, regulate the epithelia through paracrine interactions [16]. However, in most pathologies, the endometrial epithelium is the compartment that harbors genetic driver mutations, indicating the epithelia as the cell of origin for EC. Many classes of leukocytes reside within the endometrium and must be highly regulated during pregnancy to tolerate fetal antigens while also defending against infection [17]. The effect of obesity on uterine macrophages within the non-gravid uterus is relatively unexplored, although placental macrophages of obese women have been shown to have a pro-inflammatory phenotype [18]. An examination of the direct impact of obesity on the varying cell types of the endometrium will shed light onto the dysregulation of each cell type and their individual contributions to infertility and cancer pathogenesis.

In this study we sought to characterize the effects of obesity on the cell types in the endometrium. We utilized a mouse model of high fat diet-induced obesity [19] in combination with established methods for isolating mouse endometrial epithelia [20], newly developed methods to isolate the endometrial stroma and macrophages and RNA-seq analysis to identify obesity-associated transcriptomes within each cell type. The results described herein increase our understanding of the impact of obesity on the endometrium.

## Methods

### Mice

Female CD-1 mice (purchased from Charles River Laboratories) were provided with control diet (Bio-Serv, Cat# F4031) or high-fat diet (Bio-Serv, Cat# F3282) ad libitum for 18 weeks beginning at 8 weeks of age. Mice were monitored for signs of severe illness, such as dehydration, hunching, jaundice, ruffled fur, signs of infection, or non-responsiveness. Mice were kept on a 24-h light cycle, with light phase from 7 AM (Zeitgeber time; ZT0) to 7 PM (ZT12), and dark from 7 PM (ZT12) to 7 AM (ZT0). Mice and food were weighed weekly at ZT2 using a portable laboratory scale. Mouse blood samples (~ 0.2 mL) were collected every other week at ZT2 from the submandibular vein using a goldenrod lancet (cheek punch). Mice were sacrificed after 18 weeks on high-fat diet by CO_2_ inhalation. At time of sacrifice, estrous stage was identified by vaginal cytology [21]. Mice were housed at the Michigan State University Grand Rapids Research Center in accordance with protocols approved by Michigan State University, Michigan State University Institutional Animal Care and Use Committee (IACUC) protocol #202,200,067. Michigan State University is registered with the U.S. Department of Agriculture (USDA) and has an approved Animal Welfare Assurance from the NIH Office of Laboratory Animal Welfare (OLAW). MSU is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC).

### Glucose tolerance test

Prior to performing the glucose tolerance, mice were fasted for 6 h (beginning at ZT2). Mice were weighed, and the tip of the tail was cut with sterile scissors and massaged until a drop of blood was obtained for time = 0 min measurement (at ZT8). Glucose levels were measured using a glucometer (One Touch Ultra 2 Blood Glucose Monitoring System) and test strips (True Point Generic Test Strips). Then, mice were injected interperitoneally with 2 g/kg of autoclaved USP dextrose (EMD Millipore, cat# G8270) dissolved in 0.9% saline (0.2 g/mL dextrose). Glucose levels were measured at 30, 60, 90, 120 and 150 min by drawing blood from the tail by removing the scab and massaging the tail until a drop of blood was obtained. Mice were tested for glucose tolerance after 17 weeks on control diet or high-fat diet (25 weeks of age).

### Insulin ELISA

Mouse serum was tested for insulin using the Mouse Insulin ELISA (Mercodia, cat# 10–1247-01) as described in the manufacturer’s instructions. Briefly, 10 µL of serum or calibrator was added to the wells, 100 µL of enzyme conjugate solution was added, and the plate was incubated for 2 h at room temperature at 700 rpm on a plate shaker. Each well was washed 6 times with 700 µL of wash buffer, and 200 µL of Substrate TMB was added to each well followed by a 15-min incubation at room temperature. Then, 50 µL of Stop Solution was added to each well, the plate was shaken for 5 s and then absorbance was measured at 450 nm using a SpectraMax i3x plate reader (Molecular Devices). Insulin concentrations were calculated based on calibrators provided in the kit.

### Cell sorting and purity analysis

Mouse uterine cells were isolated using modifications to our previously described method for isolating mouse endometrial epithelia [20]. After 18 weeks, mice were sacrificed at ZT2, and uteri were surgically removed and minced using scissors. Tissues were digested using the MACS Multi Tissue Dissociation Kit II (Miltenyi Biotec, cat# 130–110-203) for 75 min at 37° C. Digested tissues were strained through a 40 μm nylon mesh (Fisher Scientific, cat# 22–363-547). The Red Cell Lysis Buffer (Miltenyi Biotec, cat# 130–094-183) and the MACS Dead Cell Removal Kit (Miltenyi Biotec, cat# 130–090-101) were used to remove red blood cells and dead cells, respectively. For cohort 1 mice (5 control diet mice and 5 high-fat diet mice), epithelia were isolated as previously described. For cohort 2 mice (4 control diet mice and 8 high-fat diet mice), epithelia, macrophages and stroma were isolated from each animal. Macrophages were isolated using anti-F4/80-labeled MicroBeads (Miltenyi Biotec, cat# 130–110-443). Epithelia were positively selected and purified using a PE-conjugated EPCAM antibody (Miltenyi Biotec, cat# 130–117-753) and anti-PE MicroBeads (Miltenyi Biotec, cat# 130–048-801). Following isolation of macrophages and epithelia, the flow-through cells were collected as the endometrial stroma. A BD Accuri C6 flow cytometer (BD Biosciences) was used to confirm purity of macrophages using a PE-labeled F4/80 antibody (Miltenyi Biotec, cat# 130–116-499). Epithelial purity was confirmed using a PE- conjugated EPCAM antibody (Miltenyi Biotec, cat# 130–117-753). To confirm stroma purity, cells were fixed with 4% formaldehyde at room temperature. Cells were washed with PBS, permeabilized with ice-cold 100% methanol for 15 min, washed with PBS and incubated with 4 µg/mL of PE-labeled anti-Vimentin (Cell Signaling, cat# 12,020) or PE-labeled rabbit IgG (Cell Signaling, cat# 5742) for one hour at room temperature. Purity of fixed cells were confirmed by flow cytometry. Epithelia were collected from 21 mice, while macrophage and stroma were collected from 11 mice, at the endpoint of 18 weeks.

### RNA isolation, library preparation and RNA-sequencing

The Arcturus PicoPure RNA Isolation Kit (ThermoFisher, cat# 12,204–01) and the RNAse-free DNAse set (Qiagen, cat# 79,254) were used for RNA purification and on-column DNA digestion, respectively, using extracts from purified cells (*n* = 21 epithelia samples from cohorts 1 and 2, *n* = 11 stroma samples from cohort 2, *n* = 11 macrophage samples from cohort 2). RNA concentration and quality was assayed using a High Sensitivity DNA Chip on a Bioanalyzer 2100 (Agilent Technologies, Inc.). RNA samples had a mean RNA Integrity Number of 8.9 ± 0.8. Libraries were prepared by the Van Andel Genomics Core from a minimum of 180 pg of total RNA using the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing, v. 091,817 (Takara Bio USA). The Nextera DNA flex library prep kit (Illumina) was used to generate Illumina compatible sequencing libraries. In short, output of the cDNA reaction was introduced into the Nextera transposase reaction per protocol recommendations, after which index and adapter sequences were added through PCR amplification. Quality and quantity of the finished libraries were assessed using Agilent DNA High Sensitivity chip (Agilent Technologies, Inc.) and QuantiFluor® dsDNA System (Promega Corp.). Individually indexed libraries were pooled and 50 bp, paired end sequencing was performed on an Illumina NovaSeq6000 sequencer using an S1, 100 cycle sequencing kit (Illumina Inc.) and each library was sequenced to an average raw depth of 25 M reads. Base calling was done by Illumina RTA3 and output of NCS was demultiplexed and converted to FastQ format with Illumina Bcl2fastq v1.9.0.

### RNA-seq analysis

Generated, raw, 50 bp paired-end reads were trimmed via *cutadapt* [22] and *Trim Galore!* (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Quality control analysis was performed using *FastQC* [23] and *MultiQC* [24]. Trimmed reads were aligned to mm10 genome assembly, indexed to GENCODE [25] (vM16) GFF3 annotation via *STAR* [26] aligner with flag ‘–quantMode GeneCounts’ for feature counting. Reverse-stranded, gene-level counts were extracted from the STAR output files and constructed into an experimental read count matrix in R. Low count genes were filtered (1 count per sample on average) prior to *DESeq2* [27, 28] count normalization and subsequent differential-expression analysis. Calculated differential-expression probabilities were corrected for multiple testing by independent hypothesis weighting [29] for downstream analysis. Principal component analysis was calculated using *DESeq2* from top 500 genes by variance across samples. Heatmaps were generated using scaled regularized-logarithm counts (*DEseq2* function ‘rlog’) for visualization. Significantly differentially expressed genes were defined as *FDR* < 0.05. *DESeq2* output data is presented in Supplementary Data 1. For comparisons to mutant endometrial models, previously published RNA-seq data from *LtfCre*^*0/*+^; (Gt)R26Pik3ca^*H1047R^*; Arid1a*^*fl/fl*^ mice [20], *LtfCre*^*0/*+^*; Brg1*^*fl/fl*^ mice [30], and *LtfCre*^*0/*+^; (Gt)R26Pik3ca^*H1047R^*; Trp53*^*fl/fl*^ mice [31] were extracted from GEO accession series GSE129784, GSE152663 and GSE184499, respectively.

### Histology and immunohistochemistry

For indirect immunohistochemistry (IHC), 10% neutral-buffered formalin-fixed paraffin sections were processed for heat-based antigen unmasking in 10 mM sodium citrate (pH 6.0), Sections were incubated with primary antibodies at the following concentrations: 220 ng/mL Cleaved Caspase-3 (Cell Signaling, cat# 9579, RRID: AB_10897512); 675 ng/mL Ki67 (Cell Signaling, cat# 12,202, RRID: AB_2620142); 200 ng/mL KRT8 (Developmental Studies Hybridoma Bank, cat# TROMA-I, RRID:AB_531826). Biotin-conjugated secondary antibodies were used at the following concentrations: 4.8 µg/mL donkey anti-rabbit IgG (Jackson Immuno-Research Lab, cat# 711–065-152, RRID: AB_2340593) and 1.5 µg/mL donkey anti-rat IgG (Jackson Immuno-Research Lab, cat# 712–065-153, RRID: AB_2315779) were used as secondary antibodies and detected using VECTASTAIN Elite ABC HRP Kit (Vector Labs, cat# PK-6100). For negative controls, tissue sections were treated with both donkey-anti rabbit IgG and donkey anti-rat IgG secondary antibodies without a primary antibody. Sections for IHC were lightly counter-stained with Hematoxylin QS (Vector Labs, cat# H-3404–100). Routine Hematoxylin and Eosin (H&E) staining of sections was performed using Gill’s Hematoxylin #3 (Polysciences, cat# 24,244–500), Scott’s Bluing Reagent (Polysciences, cat# 24,605–1) and Eosin Y (Polysciences, cat# 09,859). Every mouse was assayed for each immunohistochemical marker and for negative controls.

### Bioinformatics and statistics

Various *ClusterProfiler* [32] functions were used to calculate and visualize pathway enrichment from a list of gene symbols or with respective gene universes. *biomaRt* [33, 34] was used for all gene nomenclature and ortholog conversions. *ggplot2* [35] was utilized for plotting applications*. ComplexHeatmap* [36] was utilized for hierarchical clustering by Euclidean distance and visualization. *eulerr* was utilized to produce proportional Euler diagrams [37]. The cumulative hypergeometric distribution was utilized for enrichment tests. Broad GSEA [38] was performed via GenePattern [39] on ortholog-converted *DESeq2* normalized counts from experimental mouse data. The statistical computing language R [40] and GraphPad Prism 9 software were used for many applications throughout this manuscript.

## Results

### High-fat diet in outbred CD-1 mouse model results in overeating and increased body mass

In order to observe the phenotypic effects of obesity in a model that mimics the genetic diversity of human populations [41], we utilized the CD-1 outbred mouse model [19]. Obesity was induced in CD-1 mice using a high-fat diet, in which 59% of calories came from fat, compared to control diet in which most calories came from carbohydrates (Fig. 1A). Two cohorts of female CD-1 mice were placed on a high-fat diet or control diet ad libitum beginning at 8 weeks of age (Fig. 1B). After just three weeks, mice on the high-fat diet displayed significant increases in body mass compared with mice on the control diet (Fig. 1C). The difference in body mass between high-fat diet mice and control diet mice continued to grow over the duration of the experiment, with an average 152% increase over the average body mass for high-fat diet mice compared to control mice (Fig. 1D). High-fat diet mice consistently ate an increased amount of food in total grams compared with control diet mice (Fig. 1E). Relative to body mass at week 0, the high-fat diet mice increased in mass by 209%, while the control diet mice increased in body mass by only 146% (Fig. 1F). After 18 weeks, the difference in body mass was apparent by eye (Fig. 1G). Upon gross inspection of mice after 18 weeks of diet, the uteri of high-fat diet mice appeared visually normal, while mice also harbored apparent features of obesity including increased adipose tissue and hepatic steatosis (Fig. 1H).

**Fig. 1:**
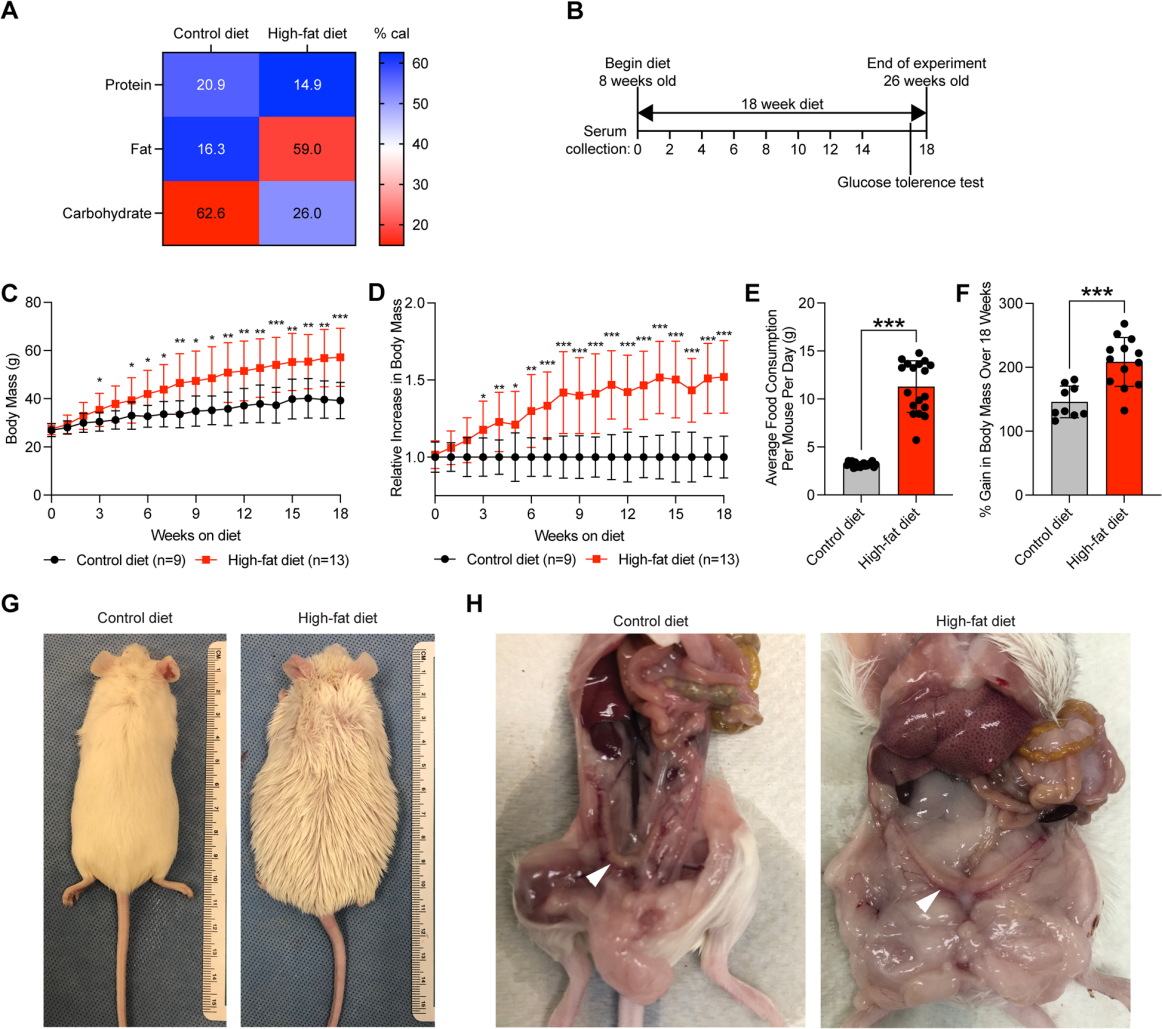
High-fat diet results in body mass gain in CD-1 mice. **A** Heatmap representation of caloric contribution of protein, fat and carbohydrate for control diet and high-fat diet. **B** Experimental timeline. **C** Body mass of female mice on control diet (*n* = 9) and high-fat diet (*n* = 13) mice (grams) over time, beginning at week 0 of diet. Measurements represent mean ± standard deviation (S.D.). Statistic is two-tailed, unpaired t-test between two groups at same timepoint. **D** Relative body mass of mice on high-fat diet (*n* = 13) relative to mice on control diet (*n* = 9) within the same cohort, mean ± S.D. Statistic is two-tailed, unpaired t-test between two groups at same timepoint. **E** Average food consumption per day per mouse (grams), mean ± S.D. Measurements were made weekly. Statistic is two-tailed, paired t-test. **F** Gain in body mass after 18 weeks for each mouse relative to body mass at week 0 for control diet (*n* = 9) and high-fat diet (*n* = 13), mean ± S.D. Statistic is unpaired t-test. **G, H** Gross images of control diet and high-fat diet mice after 18 weeks on diet. Uterus is denoted with arrowhead in panel H. *p < 0.05; **p < 0.01; ***p < 0.001

### Obese mice are glucose intolerant and hyperinsulinemic

Tissues were collected, formalin-fixed and paraffin-embedded for histological sectioning followed by hematoxylin and eosin staining. No obvious phenotypic changes occurring in the endometrium were observed following 18 weeks on high fat diet (Fig. 2A-B). Obese mice appeared to have signs of fatty liver disease, with increased ectopic fat located in the liver (Fig. 2C-D). Additionally, the white adipose tissue in obese mice was hypertrophic, with the relative size of adipocytes increased in high-fat diet mice (Fig. 2E-G). At the endpoint of the experiment, the weight of the uteri (Fig. 2H) and estrous cycling (Fig. 2I) were not significantly different between the groups.

**Fig. 2:**
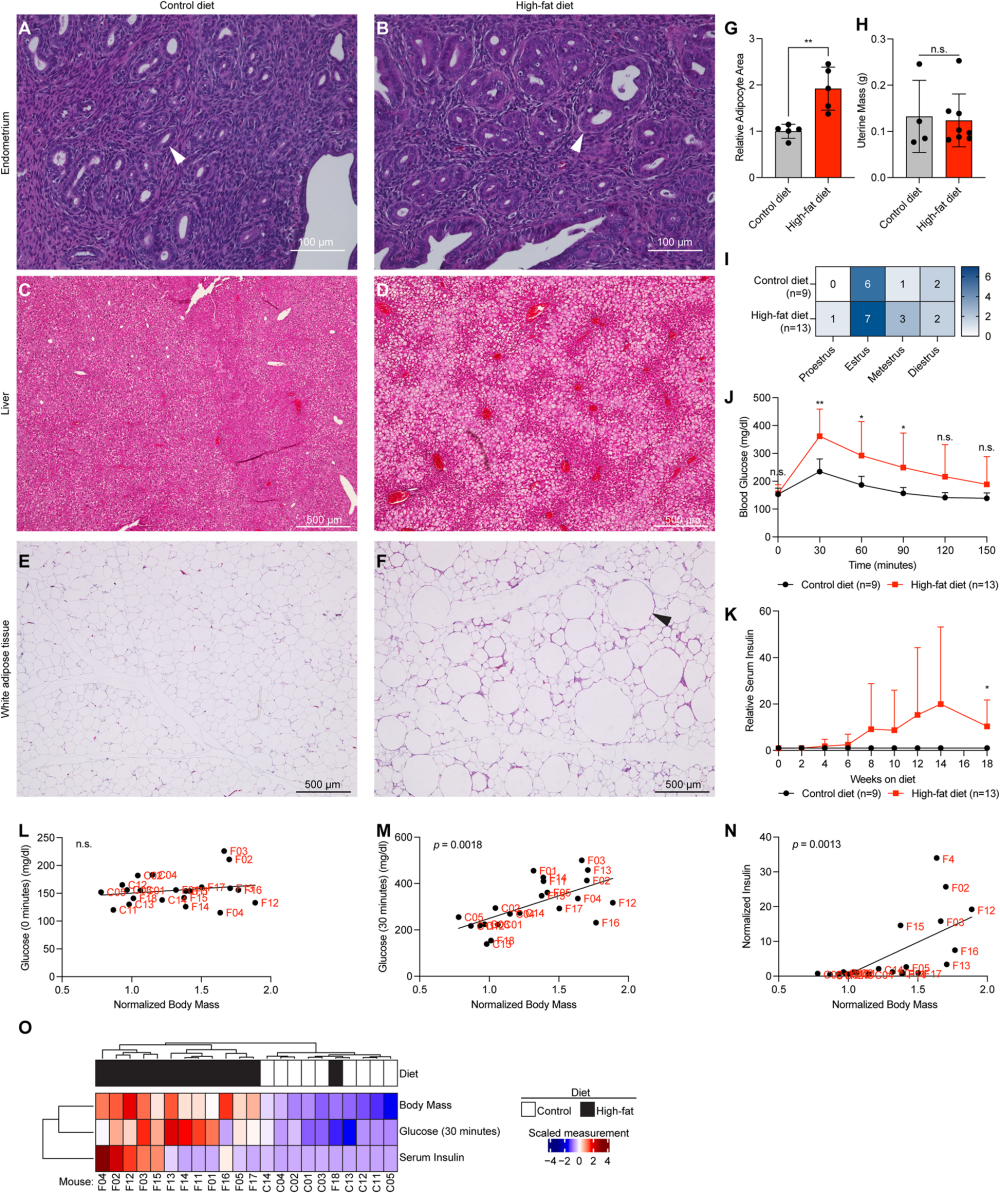
High-fat diet induces obese phenotypes in CD-1 mice. **A**,**B** Representative H&E staining for control and high-fat diet mouse uterus. **C**,**D** Representative H&E staining for control and high-fat diet mouse liver. The high-fat diet animals show accumulation of ectopic fat. **E**,**F** Representative H&E staining for control and high-fat diet mouse white adipose tissue. Arrowhead indicates hypertrophic adipocyte. **G** Quantification of area of adipocytes from histological sections in control diet (*n* = 5) and high-fat diet (*n* = 5), mean ± S.D. Statistic is two-tailed, unpaired t-test. **H** Semi-dry uterus mass measurement for control diet (*n* = 4) and high-fat diet (*n* = 8) mice, mean ± S.D. Statistic is two-tailed, unpaired t-test. **I** Heatmap representation of estrous cycle staging by vaginal swab test at time of uteri collection for control diet (*n* = 9) and high-fat diet (*n* = 13). Control diet and high-fat diet groups were not significantly different (Chi-square). **J** Blood glucose measurements over time in mg/dl after injection with 2 g/kg glucose for control diet (*n* = 9) and high-fat diet (*n* = 13), mean ± S.D. Statistic is two-tailed, unpaired t-test between two groups at same timepoint. Test was performed at week 17 of diet. **K** Measurements of serum insulin over time for control diet (*n* = 9) and high-fat diet (*n* = 13) mice determined by ELISA, normalized to cohort controls, mean ± S.D. Statistic is two-tailed, unpaired t-test. **L** Body mass of each mouse at week 18 normalized to cohort control (x-axis) vs. resting glucose measurement (t = 0, glucose tolerance test, mg/dl) (y-axis). Statistic is Pearson’s correlation. **M** Body mass of each mouse at week 18 of diet normalized to cohort control (x-axis) vs. glucose tolerance (t = 30, glucose tolerance test, mg/dl) (y-axis). Statistic is Pearson’s correlation. **N** Body mass of each mouse at week 18 of diet normalized to cohort control (x-axis) vs. serum insulin of each mouse at latest timepoint normalized to cohort control (y-axis). Statistic is Pearson’s correlation. **O** Hierarchical clustering of mice based on glucose (30 min), body mass and serum insulin measurements. *p < 0.05; **p < 0.01; ***p < 0.001; n.s. is non-significant

Since obesity contributes to impaired glucose metabolism, we tested glucose tolerance in high-fat diet mice and control diet mice after 17 weeks on their respective diets. We observed that high-fat diet mice had impaired glucose tolerance, with significantly increased blood glucose at 30-, 60- and 90-min following glucose injection (Fig. 2J). Obesity can also result in hyperinsulinemia, so we examined the insulin levels of mouse serum during the time-course of the experiment. Serum insulin levels were increased in mice treated with high-fat diet at 18 weeks (Fig. 2K). Resting glucose was not correlated with body mass (Fig. 2L), while glucose intolerance and serum insulin levels both displayed a significant linear correlation (Fig. 2M-N). Based on glucose tolerance, body mass and insulin levels, all mice were grouped together following hierarchical clustering, except for one high-fat diet mouse (Fig. 2O). This outlier mouse was excluded from further analysis. Overall, these results show that high-fat diet induces obese phenotypes in CD-1 mice, including glucose intolerance, hyperinsulinemia, fatty liver, and hypertrophic adipose tissue.

### The identification of novel cell identity markers from sorted uterine cells

We next aimed to characterize the transcriptomic changes occurring in several endometrial cell types during obesity. In addition to the two major cell types of the endometrium, the epithelia and the stroma, we isolated uterine macrophages, having observed an increase in the abundance of macrophages in the high-fat diet mouse endometrium (Supplemental Fig. 1A-E). Using magnetic sorting methods, we isolated epithelial cells, stromal cells, and macrophages from uteri of control diet mice and high-fat diet mice after 18 weeks on the diets (Supplemental Fig. 2A). 

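Epithelia came from 9 control diet and 12 high-fat diet mice. Cohort 1, with 5 mice on each diet, contributed epithelia alone, and cohort 2 contributed epithelia, stroma and macrophages from 4 control diet and 7 high-fat diet mice. The stroma of 1 of these high-fat diet mice, F15, was not analysed here, which left 6 stromal libraries on the high-fat diet and 42 libraries in all. Stroma was the flow-through left after macrophages and EPCAM-positive epithelia had been removed. cDNA was amplified from total RNA with the SMART-Seq v4 kit, made into libraries with Nextera transposase and sequenced as 50 bp read pairs. The authors aligned the trimmed reads to mm10 with STAR and deposited, for each library, the unnormalized counts on each gene of GENCODE vM16, in a column that ignores strand and in a column for each strand. The reverse-stranded counts were used, as in the authors' methods. They made up 49.8% to 50.1% of the counts of both strands in every library, so the strand of a read did not separate overlapping genes. The paper gives an average raw depth of 25 M reads per library. The files account for 26393926 to 51123009 read pairs per library (median 38616743.5), of which 12.6% to 22.4% were unmapped. Unless another column is stated, values here rest on the reverse-stranded counts on genes, which ranged from 9082919 to 17181759 per library. In epithelia they ranged from 11977421 to 15912470 (median 12756102) on the control diet and from 10893317 to 14884787 (median 13449324) on the high-fat diet. In macrophages they ranged from 11902065 to 17181759 (median 14162305.5) and from 9082919 to 14227310 (median 12920362), and in stroma from 13797471 to 16176870 (median 14604414) and from 11943180 to 15050444 (median 14124015), on the control and the high-fat diet respectively. The 10 most abundant genes held 3.48% to 16.4% of a library's counts. Genes with a mean of at least 1 count per library were kept, normalized by TMM and tested with edgeR's two-sided quasi-likelihood test, with Benjamini-Hochberg adjusted p-values. The paper used DESeq2 with independent hypothesis weighting, and DESeq2 with Benjamini-Hochberg adjustment was run as an alternative. Gene levels are given in CPM (counts scaled to 1 M per library) as mean ± SD across mice, and floors cover counting error only. Gene names and positions are those of GENCODE M21 on GRCm38, the assembly also called mm10, and every gene named is protein-coding unless stated.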

Purity of the cell populations was confirmed by flow cytometry (Supplemental Fig. 2B-G). We observed differences in cell number between cell types, with the highest cell number from the epithelia (Supplemental Fig. 2H) However, the purity and cell number were not significantly different between control and high-fat diet uteri within the same cell type (Supplemental Fig. 2I-J). Epithelia cell purity was comparable to previous studies [20]. RNA was collected from purified cell populations, and by RNA-seq we detected 26,145 total expressed genes among epithelia, macrophages, and stroma.

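Among the gene identifiers in the count files, 25456 had a mean of at least 1 reverse-stranded count over the 42 libraries. Within cell types, 24241 genes passed the same filter in the 21 epithelial libraries, 24950 in the 10 stromal libraries and 23783 in the 11 macrophage libraries. With unstranded counts, 26871 genes passed over all libraries. Counting every gene with at least 1 count in total moved the number most, to 40268. A single library had counts on 19630 to 27525 genes.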

We first compared the three cell types from the control diet-treated mice to validate our study and identify new marker genes for these cell populations. Epithelia, stroma, and macrophage populations were highly unique from one another based on principal component analysis (Fig. 3A), and cell identity of these populations was confirmed by unique expression of canonical marker genes (Fig. 3B). 

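Principal components of the 500 most variable genes, after regularized log transformation of the 12 control diet libraries of cohort 2 (4 mice per cell type), placed 50.4% of the variance on the first component and 33.7% on the second. Epithelia lay between 52.2 and 65.6 on the first component, apart from stroma (-36.6 to -32.1) and macrophages (-31.3 to -15.5). The second component separated stroma (35.8 to 41.8) from macrophages (-49.4 to -40.1). A variance stabilizing transformation moved the share of the first component most, to 56.9%. Krt8 (ENSMUSG00000049382.10, chromosome 15, 101996698 to 102004482) was at 5106 ± 835 CPM (SD, n = 4) in epithelia and 6.07 ± 3.72 CPM (SD, n = 4) in stroma, a log2 fold change of 9.71 (standard error 0.67, edgeR adjusted p = 9.66e-07). Lum (ENSMUSG00000036446.5, chromosome 10, 97565128 to 97572703) was at 13.8 ± 2.08 CPM in epithelia and 4764 ± 1487 CPM in stroma (SD, n = 4 each), a log2 fold change of -8.43 (standard error 0.72, edgeR adjusted p = 3.80e-06). The stromal library of mouse C11 and the epithelial library of mouse C13 lay apart from the others of their group for Lum. With DESeq2, missing adjusted p-values were recorded as the largest possible, and the value for Lum cannot be told from a missing one. It is therefore no evidence against a difference. DESeq2 on unstranded counts, chosen after seeing the values, gave Lum an adjusted p of 1.39e-52. Adgre1 (ENSMUSG00000004730.15, chromosome 17, 57358691 to 57483527), which encodes F4/80, was at 1289 ± 274 CPM in macrophages and 1.73 ± 1.02 CPM in epithelia (SD, n = 4 each), a log2 fold change of 9.53 (standard error 0.53, edgeR adjusted p = 1.74e-07).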

We identified genes with differential gene expression between the three cell types and found between 1,230 and 1,775 differential genes between each comparison (*FDR* < 10^–10^) (Fig. 3C-E). 

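Cell types were compared pairwise in one edgeR model of the 12 control diet libraries, with 25501 genes tested. No gene reached an adjusted p below 1e-10 in any of the 3 comparisons. The smallest adjusted p was 2.07e-07 for epithelia against stroma, 9.14e-08 for macrophages against epithelia and 2.30e-07 for macrophages against stroma, and 11942, 12490 and 11695 genes respectively had an unadjusted p under 0.05. At an adjusted p below 0.05, 9713 genes differed between epithelia and stroma (4617 higher in epithelia), 10147 between macrophages and epithelia (5332 higher in macrophages) and 9365 between macrophages and stroma (4524 higher in macrophages). DESeq2 gave 1806, 1739 and 1252 genes at 1e-10 in the same order. Libraries of one mouse deviated together from their cell-type means, with a mean correlation of 0.200 over 12 pairs against -0.0657 over 36 pairs of different mice. With the mouse as a block, the number of genes at 1e-10 was again 0 in each comparison, with 11877, 12425 and 11996 genes at an unadjusted p under 0.05 and smallest adjusted p-values of 4.00e-07, 1.91e-07 and 1.26e-07.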

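A gene was taken as a signature gene of a cell type when it passed the threshold, and was higher in that cell type, against both other cell types. At an adjusted p below 1e-10, edgeR gave 0 signature genes for epithelia, stroma and macrophages, while DESeq2 gave 352, 193 and 559. At an adjusted p below 0.05, edgeR gave 2753 epithelial, 2713 stromal and 2704 macrophage signature genes. These held 353 of the 355 epithelial, all but 1 of the 177 stromal and 540 of the 544 macrophage signature genes that the paper's supplementary table lists and that could be matched by identifier.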

Utilizing the three comparison sets, we identified 358 signature epithelia genes, 180 signature stroma genes and 546 signature macrophage genes (Fig. 3F-H). We performed enrichment tests for the Gene Ontology (GO) Biological Processes on each of these gene sets and found that the epithelia signature genes were enriched for pathways related to cell–cell junction, tight junction, and epithelial cell development (Fig. 3I) The stroma gene signature was enriched for pathways related to connective tissue development, morphogenesis, and extracellular matrix organization (Fig. 3J). The macrophage gene signature was enriched for pathways related to immune signaling and chemotaxis (Fig. 3K). We used this data to identify the genes most significantly expressed in each cell type by ranking the genes in each signature based on significance (Fig. 3L-N). 

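Cldn4 (ENSMUSG00000047501.3, chromosome 5, 134945119 to 134946934) was at 2072 ± 964 CPM in epithelia and 0.128 ± 0.178 CPM in stroma (SD, n = 4 mice each), a log2 fold change of 13.82 (standard error 0.91). Cldn7 (ENSMUSG00000018569.12, chromosome 11, 69964779 to 69967885) was at 1345 ± 322 CPM in epithelia and 0.411 ± 0.279 CPM in stroma (SD, n = 4 each), a log2 fold change of 11.60 (standard error 0.76). Both had an edgeR adjusted p of 7.58e-07, and every epithelial library exceeded every stromal library. Ranked by the p-value of epithelia against stroma among the 2753 epithelial signature genes, Cldn7 was at rank 24 and Cldn4 at rank 25, with Dsp at rank 1 (log2 fold change 9.32). DESeq2 placed Cldn4 at rank 3 and Cldn7 at rank 5, with Rab11fip1 at rank 1 (log2 fold change 6.45).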

The most significantly expressed genes in the epithelia were Claudins 4 and 7 (*Cldn4* and *Cldn7*), two integral membrane proteins that determine tight junction permeability [42]. In the endometrial stroma, the most significantly expressed gene was *Ccn3*, an extracellular matrix protein which regulates growth and differentiation [43]. 

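Ccn3 (ENSMUSG00000037362.8, chromosome 15, 54745702 to 54754039) was at 67.4 ± 14.1 CPM in stroma and 0.814 ± 0.334 CPM in epithelia (SD, n = 4 each). Its log2 fold change of epithelia against stroma was -6.38 (standard error 0.41, edgeR adjusted p = 7.58e-07). It ranked 10 by p-value among the 2713 stromal signature genes, and 12 with DESeq2. Cep85l was at rank 1 with both (log2 fold change -4.95).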

In the endometrial macrophages, the most significantly expressed genes were *C1qa* and *C1qc*, components of the C1q complex of the complement system which can also act as a tumor-promoting factor [44]. These data validate the unique cell populations isolated as epithelia, stroma and macrophage and suggest new marker genes for these cell types.

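C1qa (ENSMUSG00000036887.5, 136895917 to 136898803) and C1qc (ENSMUSG00000036896.5, 136889804 to 136893065) are neighbours on chromosome 4. C1qa was at 2753 ± 343 CPM in macrophages and 2.04 ± 0.995 CPM in epithelia (SD, n = 4 each), a log2 fold change of 10.38 (standard error 0.57, edgeR adjusted p = 1.58e-07). C1qc was at 2847 ± 384 CPM in macrophages and 1.53 ± 0.842 CPM in epithelia (SD, n = 4 each), a log2 fold change of 10.85 (standard error 0.62, edgeR adjusted p = 1.93e-07). By p-value among the 2704 macrophage signature genes they ranked 24 and 30, with Spi1 at rank 1 (log2 fold change 7.14). With DESeq2 they ranked 3 and 5, with Dab2 at rank 1 (log2 fold change 6.54). From the separation of the cell types and these rankings, the paper concludes that the isolated populations are distinct and proposes new marker genes for them.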

**Fig. 3:**
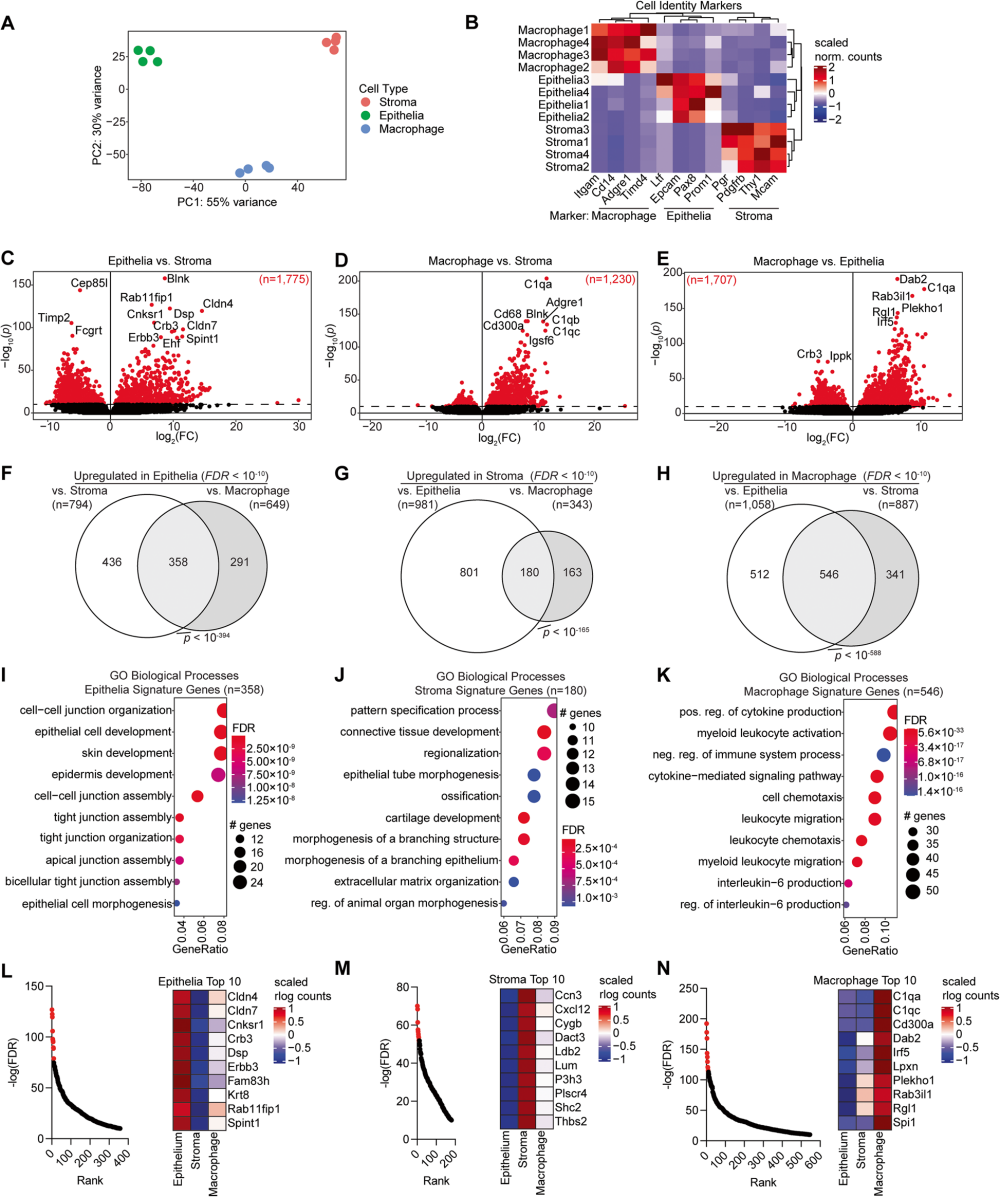
Identification of new markers for endometrial epithelia, stroma, and macrophages by RNA-seq analysis. **A** Principal component analysis of gene expression data from sorted endometrial epithelia, stroma, and macrophages (control diet condition) (*n* = 4 per cell type). **B** Heatmap of gene expression for known macrophage, epithelia, and stroma cell identity markers. **C**-**E** Volcano plot of differentially expressed genes between two cell types. Significantly differentially expressed genes are marked in red (*FDR* < 0.05). **F**–**H** Identification of signature genes for each cell type based on differentially expressed genes against other two cell types as in panels **C**-**E**. Plots are proportional Euler diagrams. Statistic is hypergeometric enrichment. **I**-**K** Enrichment analysis for Gene Ontology (GO) biological processes for signature gene sets identified as in panels **F**–**H**. **L**-**N** Left, ranking of most significantly upregulated genes with respect to epithelia vs. stroma (**L**), stroma vs. epithelia (**M**) and macrophage vs. epithelia (**N**), with top ten genes highlighted in red. Right, heatmap of ten most upregulated genes in given cell type and expression in all three cell types

### Endometrial epithelia of obese mice recapitulate the inflammatory phenotype of tumor models

Comparing the control and high-fat diet samples within each cell type, we observed over 100 differentially expressed genes in the epithelia and the stroma (Supplemental Fig. 3A). However, among macrophages, we observed significant differential expression of only a single gene, Gm11814, suggesting an increase in recruitment of macrophages to the uterus without a major impact on their transcriptomic profile (Supplemental Fig. 3B,C). 

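High-fat diet and control diet libraries were compared within each cell type. In epithelia (12 high-fat diet and 9 control diet mice), 0 of 24241 genes reached an adjusted p below 0.05 with edgeR, the smallest being 0.108, and 2210 genes had an unadjusted p under 0.05. In stroma (6 against 4 mice), 0 of 24950 genes did, the smallest adjusted p being 0.376, and 2213 genes had an unadjusted p under 0.05. DESeq2 gave 91 genes in epithelia and 157 in stroma, of which 90 and 157 had the same direction with edgeR. DESeq2 on unstranded counts, added after seeing the data, moved both counts most, to 112 and 184. Within epithelia, edgeR also gave 0 genes in cohort 1 alone, in cohort 2 alone and with cohort as a covariate. One edgeR fit of the libraries of all 3 cell types gave 49 genes in epithelia, and leaving out each library gave 0 to 1.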

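In macrophages (7 high-fat diet and 4 control diet mice), 0 of 23783 genes reached an adjusted p below 0.05 with edgeR, and 708 had an unadjusted p under 0.05. Gm11814 (ENSMUSG00000084215.3, chromosome 4, 10438815 to 10439743) is annotated as a processed pseudogene, so its reads could be shared with a parent gene. Every high-fat diet library had 1 or 2 counts on it, under the floor of 3 counts (0.237 CPM), and the control diet libraries had 1 to 77 counts, 2.63 ± 3.06 CPM (SD, n = 4). The mean on the high-fat diet was therefore at least 11.1-fold lower, with an edgeR adjusted p of 1. This bound rests on control diet mice C12 and C13 (log2 CPM 1.96 and 2.72). Mouse C14 was at -1.27, and C11 (-2.27) lay below every high-fat diet mouse. The edgeR log2 fold change ran from -4.97 to -3.60 with each library left out. DESeq2 called 8 genes, Gm11814 among them (adjusted p = 0.0366), with Ccl24, Cd163, Hpgd, Maf, Ngp, Slc18b1 and Mid1 higher on the high-fat diet.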

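In principal components of the 500 most variable genes of the 21 epithelial libraries, the first component held 30.8% of the variance and the second 16.6%. High-fat diet mice ranged from -27.2 to 27.1 on the first component and control diet mice from -25.1 to 41.0. The diets differed on it with p = 0.0488 (two-sided permutation test, adjusted p = 0.343 over 12 such tests) and on the second with p = 0.355. Within cohorts the difference on the first component was -22.0 in cohort 1 (exact permutation p = 0.143) and -14.0 in cohort 2 (exact permutation p = 0.258). The first component did not separate the cohorts (permutation p = 0.591).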

A high amount of variability was observed among the epithelial cell isolates by principal component analysis (Fig. 4A), but we still observed 105 differentially expressed genes (*FDR* < 0.05) (Fig. 4B). Differentially expressed genes between high-fat diet and control diet groups were unique from those observed by comparing mice of varying estrous stage, suggesting an independent effect driven by diet (Supplemental Fig. 4). Among the 105 significant differentially expressed genes, 49 were upregulated and 56 were downregulated in high-fat diet mice relative to the control diet mice (Fig. 4C). 

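Of the 2210 genes with an unadjusted p under 0.05, 1220 were higher and 990 lower in high-fat diet epithelia. Of the 91 genes called with DESeq2, 46 were higher and 45 lower. The paper's supplementary table lists 105 genes, of which 104 were tested here. Their direction was the same for 103, 92 had an unadjusted p under 0.05, and DESeq2 called 67. Adjusted over the 45 genes that the paper names or labels for this comparison alone, 39 passed 0.05, but these genes were the paper's own calls on the same libraries.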

Upregulated genes were enriched for GO Biological Processes related to leukocyte migration, while downregulated genes were enriched for GO Biological Processes related to hormone secretion and ion transport (Fig. 4D). Two of the most significantly upregulated genes, *S100a8* and *S100a9*, form the heterodimer complex Calprotectin, which binds calcium and regulates inflammation [45]. 

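S100a8 (ENSMUSG00000056054.9, 90668978 to 90670035) and S100a9 (ENSMUSG00000056071.12, 90692632 to 90695721) lie side by side on chromosome 3. S100a8 was at 19.3 ± 19.4 CPM (SD, n = 12) in high-fat diet epithelia and 1.10 ± 0.667 CPM (SD, n = 9) in control diet epithelia. Its log2 fold change of 4.11 (standard error 0.69) had the smallest p-value of all genes tested (p = 4.45e-06, edgeR adjusted p = 0.108, DESeq2 adjusted p = 1.89e-08), and 11 of the 12 high-fat diet mice exceeded every control diet mouse. S100a9 was at 25.3 ± 28.0 CPM (SD, n = 12) and 1.85 ± 1.43 CPM (SD, n = 9), a log2 fold change of 3.76 (standard error 0.72, edgeR adjusted p = 0.218, DESeq2 adjusted p = 2.52e-06). It ranked 3, and 9 of the 12 high-fat diet mice exceeded every control diet mouse. The log2 difference of S100a8 was 2.82 in cohort 1 (exact permutation p = 0.0397) and 3.66 in cohort 2 (exact permutation p = 0.00303). That of S100a9 was 2.57 (exact permutation p = 0.0556) and 3.403 (exact permutation p = 0.00909). Raw counts of S100a8 ran from 14 to 567 on the high-fat diet and from 5 to 38 on the control diet. In the high-fat diet epithelia, S100a8 rose with neutrophil marker genes (Pearson's r = 0.880).

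**Figure D1:**
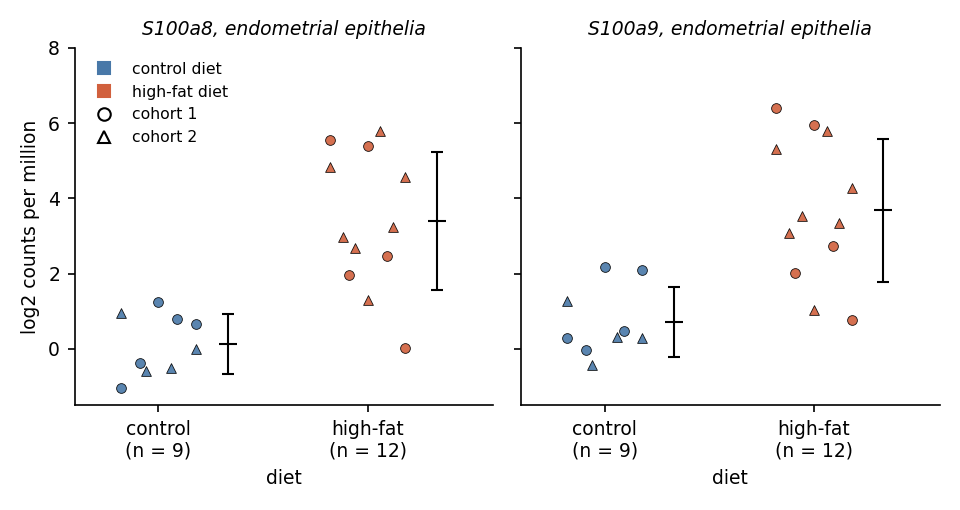
Log2 CPM of S100a8 and S100a9 in epithelia of control diet (n = 9) and high-fat diet (n = 12) mice, one point per mouse, circles for cohort 1 and triangles for cohort 2, with mean and SD beside the points. For S100a8, 11 of the 12 high-fat diet mice lie above every control diet mouse.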

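Blood glucose 30 min after injection, measured in week 17, was read by eye from Fig. 2M for the 21 mice and set against log2 CPM of S100a8 and S100a9 in their epithelia. For S100a8, Pearson's r was 0.630 (two-sided permutation p = 0.00299, adjusted over the 2 genes 0.00308) and Spearman's rho 0.656 (permutation p = 0.00176). For S100a9, r was 0.624 (permutation p = 0.00308) and rho 0.592 (permutation p = 0.00602). Without the 2 mice farthest from the median glucose, r was 0.484 for S100a8 (permutation p = 0.0346) and 0.452 for S100a9 (permutation p = 0.0514). Within the 12 high-fat diet mice, r fell to 0.139 (permutation p = 0.667) and 0.248 (permutation p = 0.436), and within the 9 control diet mice it was 0.227 (exact permutation p = 0.587) and 0.00367 (exact permutation p = 0.994). Neither relation therefore held within a diet. Within cohort 1, r was 0.834 (permutation p = 0.00265) and 0.772 (permutation p = 0.00875), and within cohort 2 it was 0.519 (permutation p = 0.103) and 0.522 (permutation p = 0.101).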

We found that the expression of these two genes in the endometrial epithelia is significantly correlated with glucose intolerance (Fig. 4E).

**Fig. 4:**
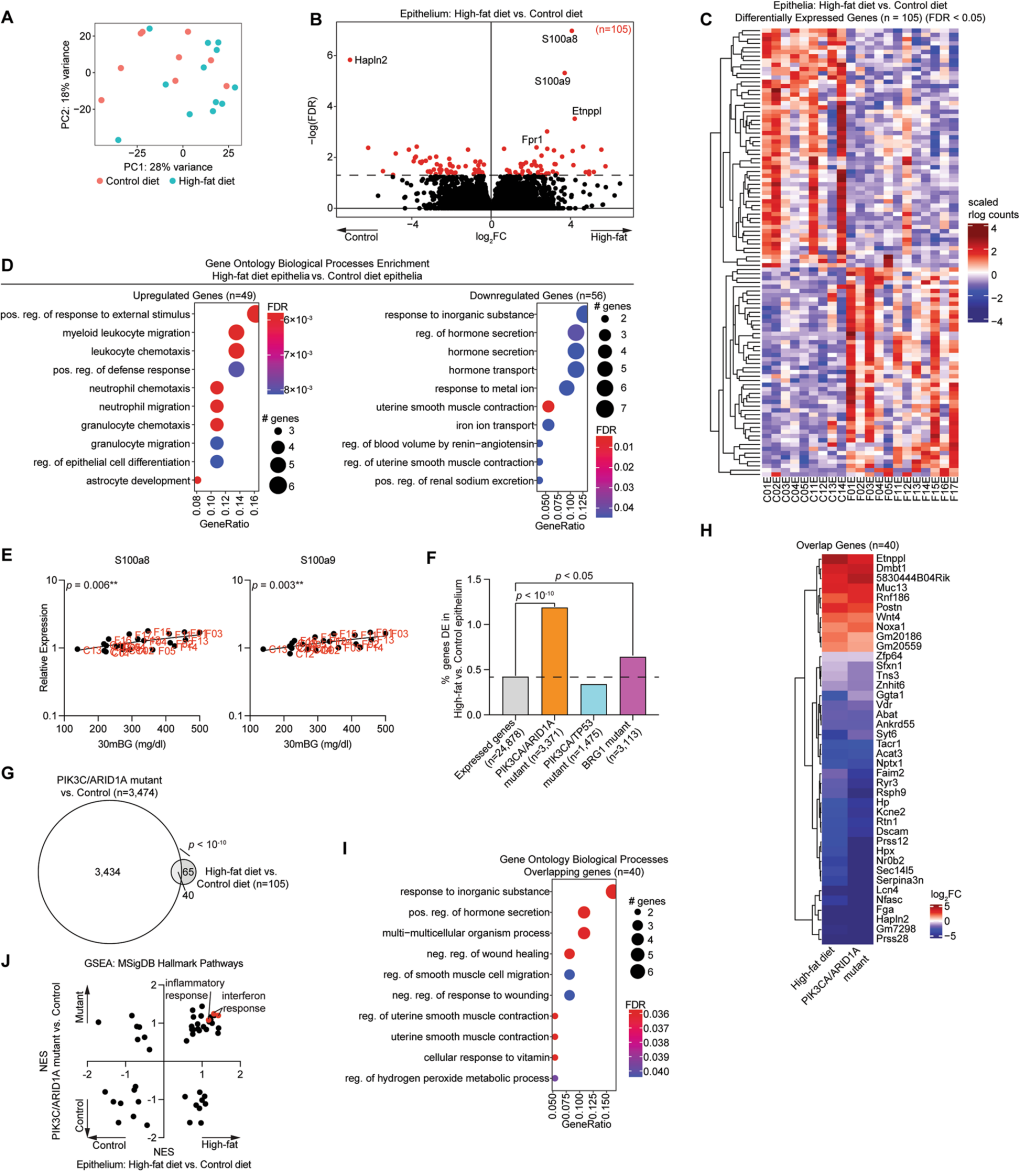
Differential transcriptome analysis of obese endometrial epithelia. **A** Principal component analysis of gene expression data of sorted endometrial epithelia from control diet and high-fat diet. **B** Volcano plot of expressed genes. Significant differentially expressed genes (*FDR* < 0.05) among epithelia are highlighted in red. Genes with *FDR* < 0.001 are denoted with gene symbols. **C** Heatmap of 105 significant differentially expressed genes in all samples. **D** Enrichment analysis for GO biological processes for upregulated genes (*n* = 49) (left) or downregulated genes (*n* = 56) (right). **E** Correlation between glucose tolerance (measurement at 30 min) and expression of *S100a8* (left) and *S100a9* (right). Statistic is Pearson’s correlation. **F** Enrichment of differentially expressed genes in high-fat epithelia for differentially expressed genes in PIK3CA/ARID1A mutant (orange), PIK3CA/TP53 mutant (blue) or BRG1 mutant (purple) epithelia from previously published studies. Statistic is hypergeometric enrichment. **G** Proportional Euler diagram of overlap between differentially expressed genes in high-fat diet vs. control diet epithelia (*n* = 105) and PIK3CA/ARID1A mutant vs. control epithelia (*n* = 3,371). Statistic is hypergeometric enrichment. **H** Heatmap of fold change values for overlapping genes from panel G. **I** Enrichment analysis for GO biological processes with overlapping genes from panel G. **J** Broad GSEA results for high-fat diet vs. control diet epithelia (x-axis) and PIK3CA/ARID1A mutant vs. control epithelia (y-axis). Pathways of interest are highlighted in red

To determine whether the high-fat diet epithelia had transcriptomic changes similar to mice with a uterine pathology, we utilized our previously published RNA-seq datasets from the endometrial epithelia of several genetically engineered mouse models (GEMM) we have developed on a CD-1/B6 outbred background. *LtfCre*^*0/*+^; (Gt)R26Pik3ca^*H1047R^; *Arid1a*^*fl/fl*^ mice (henceforth, PIK3CA/ARID1A mutant mice) develop endometrial hyperplasia and myometrial invasion with features of endometrioid carcinoma, which can also develop an endometriosis phenotype following uterotubal incision surgery [20, 46]. *LtfCre*^*0/*+^; (Gt)R26Pik3ca^*H1047R^*; Trp53*^*fl/fl*^ mice (henceforth, PIK3CA/TP53 mutant mice) develop features of non-invasive hyperplasia, adenocarcinoma, and endometrial intraepithelial carcinoma (the precursor of serous endometrial carcinoma) [31]. *LtfCre*^*0/*+^*; Brg1*^*fl/fl*^ (BRG1 mutant mice) develop an adenomyosis phenotype [30]. The 105 genes differentially expressed in the endometrial epithelia of obese mice were significantly enriched for the differential genes of both the PIK3CA/ARID1A mutant mice and BRG1 mutant mice, without a significant enrichment for the differential genes of PIK3CA/TP53 mutant mice (Fig. 4F), suggesting more similarity to endometrioid carcinoma and benign disease than to serous carcinoma. 38% of genes affected by high-fat diet were also dysregulated in PIK3CA/ARID1A mice (Fig. 4G). 

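The heatmap of Fig. 4H draws 10 genes as higher and 30 as lower. The libraries of the mutant mice were not analysed here. In the epithelia of high-fat diet against control diet mice, 39 of the 40 genes changed in the direction drawn, 36 had an unadjusted p under 0.05, none passed an adjusted p of 0.05 with edgeR and 33 did with DESeq2. Their log2 fold changes ran from -6.62 for Hapln2 to 4.23 for Etnppl. Hapln2 (ENSMUSG00000004894.10, chromosome 3, 88021750 to 88027583) was at 0.179 ± 0.263 CPM (SD, n = 12) on the high-fat diet and 19.9 ± 31.8 CPM (SD, n = 9) on the control diet (standard error 1.18, edgeR adjusted p = 0.138). Etnppl (ENSMUSG00000019232.14, chromosome 3, 130617448 to 130637521) was at 21.4 ± 26.1 CPM (SD, n = 12) and 1.16 ± 1.58 CPM (SD, n = 9), with 8 of the 12 high-fat diet mice above every control diet mouse (standard error 0.92, edgeR adjusted p = 0.318). The gene with the other direction was Znhit6 (ENSMUSG00000074182.8, chromosome 3, 145576205 to 145604795), with a log2 fold change of 0.05 (standard error 0.57, edgeR adjusted p = 0.99). The library of mouse F05 held 4014 counts of Znhit6, against 105 to 250 in the other high-fat diet libraries and 125 to 755 in the control diet libraries. DESeq2 gave Znhit6 a log2 fold change of -1.17, near the edgeR value of -1.22 without F05. Its mean normalized count with DESeq2 was 289, although the 21 libraries held 10067 counts. The F05 count thus did not enter the DESeq2 value in full, and that value is no second test of all counts.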

In every instance, the direction of differential gene expression of the 40 overlapping genes was the same between obese mice and PIK3CA/ARID1A mutant mice (Fig. 4H). The overlapping set of 40 genes was enriched for GO Biological Processes related to wound healing and muscle contraction (Fig. 4I). Next, we performed Broad Gene Set Enrichment Analysis (GSEA) [38] for the MSigDB Hallmark pathways [47] and compared normalized enrichment score (NES) values for each pathway between models. We observed that the direction of change was consistent for most pathways, with interferon response and inflammatory response pathways positively enriched following either PIK3CA/ARID1A mutation or high-fat diet (Fig. 4J).

### The obese endometrial stroma displays dysregulation of endometrial cancer genes

Next, we investigated the effects of obesity on the endometrial stroma. 

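In principal components of the 500 most variable genes of the 10 stromal libraries, the first component held 43.8% of the variance and the second 23.7%. Neither separated the 6 high-fat diet mice from the 4 control diet mice (two-sided exact permutation test, p = 0.271 and p = 0.186). All stromal libraries came from cohort 2.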

As with the endometrial epithelia, we observed variance between stromal samples based on principle component analysis (Fig. 5A). We identified 141 differentially expressed genes in the endometrial stroma of obese mice compared with control mice (Fig. 5B). These genes had no significant overlap with genes affected by estrous cycle stage in the stroma (Supplemental Fig. 4). 

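The paper's supplementary table lists 141 genes for this comparison, of which 139 were tested among the 10 stromal libraries analysed here. All 139 changed in the listed direction, 137 had an unadjusted p under 0.05, and DESeq2 called 88 of them. Adjusted over the 21 genes that the paper names or labels for stroma alone, 20 passed 0.05 with edgeR, but these genes were the paper's own calls on libraries that include these.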

The 141 genes were enriched for GO Biological Processes related to immune processes and cell killing (Fig. 5C). Although there was variability between samples, samples clustered together based on their experimental condition following hierarchical clustering of the 141 genes (Fig. 5D). We performed Broad GSEA for the MSigDB Hallmark pathways and observed many differences between the response of endometrial epithelia and endometrial stroma to obesity. The inflammatory response pathway was upregulated in both the epithelia and the stroma, though the interferon response pathways were downregulated in the endometrial stroma but upregulated in the endometrial epithelia, suggesting a unique role for the endometrium in promoting innate immunity during obesity (Fig. 5E). 

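Broad GSEA was not run here. In its place, the mean log2 CPM of 20 interferon-stimulated genes, among them Ifit1, Isg15, Irf7 and Usp18, was compared between diets. In epithelia it was 4.24 ± 1.45 (SD, n = 12) on the high-fat diet and 3.30 ± 1.23 (SD, n = 9) on the control diet, a difference of 0.94 (two-sided permutation p = 0.133). The difference was 1.44 in cohort 1 (exact permutation p = 0.0873) and 0.73 in cohort 2 (exact permutation p = 0.4). In stroma it was 2.69 ± 0.44 (SD, n = 6) and 3.09 ± 1.06 (SD, n = 4), a difference of -0.40 (exact permutation p = 0.486). Without control diet mouse C13 the stromal difference was 0.11. Over the 10 mice with both cell types, the diet effect in stroma minus that in epithelia was -0.89 (exact permutation p = 0.1, adjusted p = 0.506 over 11 gene sets).

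**Figure D2:**
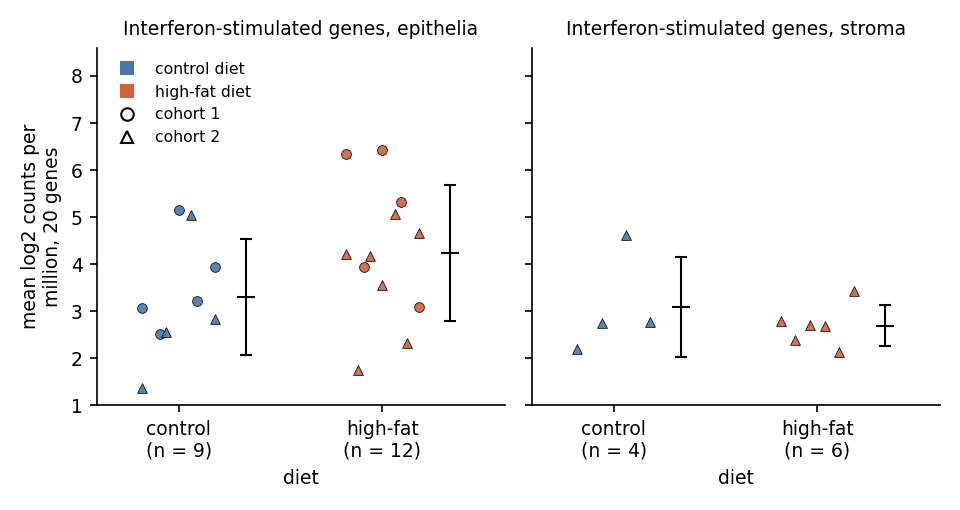
Mean log2 CPM of 20 interferon-stimulated genes in epithelia and stroma by diet, one point per mouse, circles for cohort 1 and triangles for cohort 2, with mean and SD beside the points. The diets overlap in both cell types.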

Obesity-induced gene expression changes in the epithelia vs. stroma were almost entirely distinct, indicating cell type-specific changes to the transcriptome. 

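Whether a gene's diet effect differed between the cell types was tested in one edgeR model of the epithelia and stroma of the 10 mice with both, with the mouse as a block. Of 22025 genes, 0 had an interaction past an adjusted p of 0.05 (smallest 0.686), and 1598 had an unadjusted p under 0.05. The deviations of epithelia and stroma of one mouse correlated by 0.165 on average over 10 pairs, against -0.0179 over 90 pairs of different mice, and without the block the number was again 0, with 1685 at an unadjusted p under 0.05. DESeq2 gave 1 gene, Prss28, with a log2 difference of 19.2 (adjusted p = 0.00194). An estimate of that size can come from counts in few libraries, which was not checked for Prss28. From the near absence of shared differentially expressed genes, the paper concludes that obesity changes the transcriptome in a cell type-specific way. From the opposite interferon responses it proposes a unique role for the endometrium in promoting innate immunity.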

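Among the 22141 genes tested in both cell types, 0 passed an adjusted p of 0.05 in both with edgeR. DESeq2 gave 2, the antisense gene Gm35065 and Prss12, which is the number or more that chance gives with p = 0.136 (one-sided hypergeometric test). Cited1 (ENSMUSG00000051159.16, chromosome X, 102247381 to 102252181) was at 2.73 ± 4.38 CPM (SD, n = 12) in high-fat diet epithelia and 0.511 ± 0.550 CPM (SD, n = 9) in control diet epithelia, a log2 fold change of 2.38 (standard error 0.83, edgeR adjusted p = 0.411). Its log2 difference was 2.17 in cohort 1 (exact permutation p = 0.135) and 1.02 in cohort 2 (exact permutation p = 0.139). In stroma it was at 0.472 ± 0.182 CPM (SD, n = 6) on the high-fat diet and 1.14 ± 0.401 CPM (SD, n = 4) on the control diet, a log2 fold change of -1.25 (standard error 0.40, edgeR adjusted p = 0.451), with 5 of the 6 high-fat diet mice below every control diet mouse.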

Although the number of individual genes with differential gene expression in both the epithelia and the stroma was not significant, we did identify two genes that were upregulated in the epithelia and downregulated in the stroma (Fig. 5F). 

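Pglyrp1 (ENSMUSG00000030413.7, chromosome 7, 18871331 to 18890459) was at 315 ± 346 CPM (SD, n = 12) in high-fat diet epithelia and 61.2 ± 53.6 CPM (SD, n = 9) in control diet epithelia, a log2 fold change of 2.36 (standard error 0.74, edgeR adjusted p = 0.369, DESeq2 adjusted p = 0.0540). In epithelia, 4 of the 12 high-fat diet mice exceeded every control diet mouse, and the log2 difference was 1.29 in cohort 1 (exact permutation p = 0.421) and 2.04 in cohort 2 (exact permutation p = 0.103). In stroma it was at 4.17 ± 1.31 CPM (SD, n = 6) on the high-fat diet and 10.7 ± 5.45 CPM (SD, n = 4) on the control diet, a log2 fold change of -1.36 (standard error 0.34, edgeR adjusted p = 0.376, DESeq2 adjusted p = 0.0351), with 5 of the 6 high-fat diet mice below every control diet mouse.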

Confirming the differences in innate immunity between the two cell types in response to obesity, we observed that *Pglyrp1* was upregulated in the epithelia and downregulated in the stroma (Fig. 5G).

**Fig. 5:**
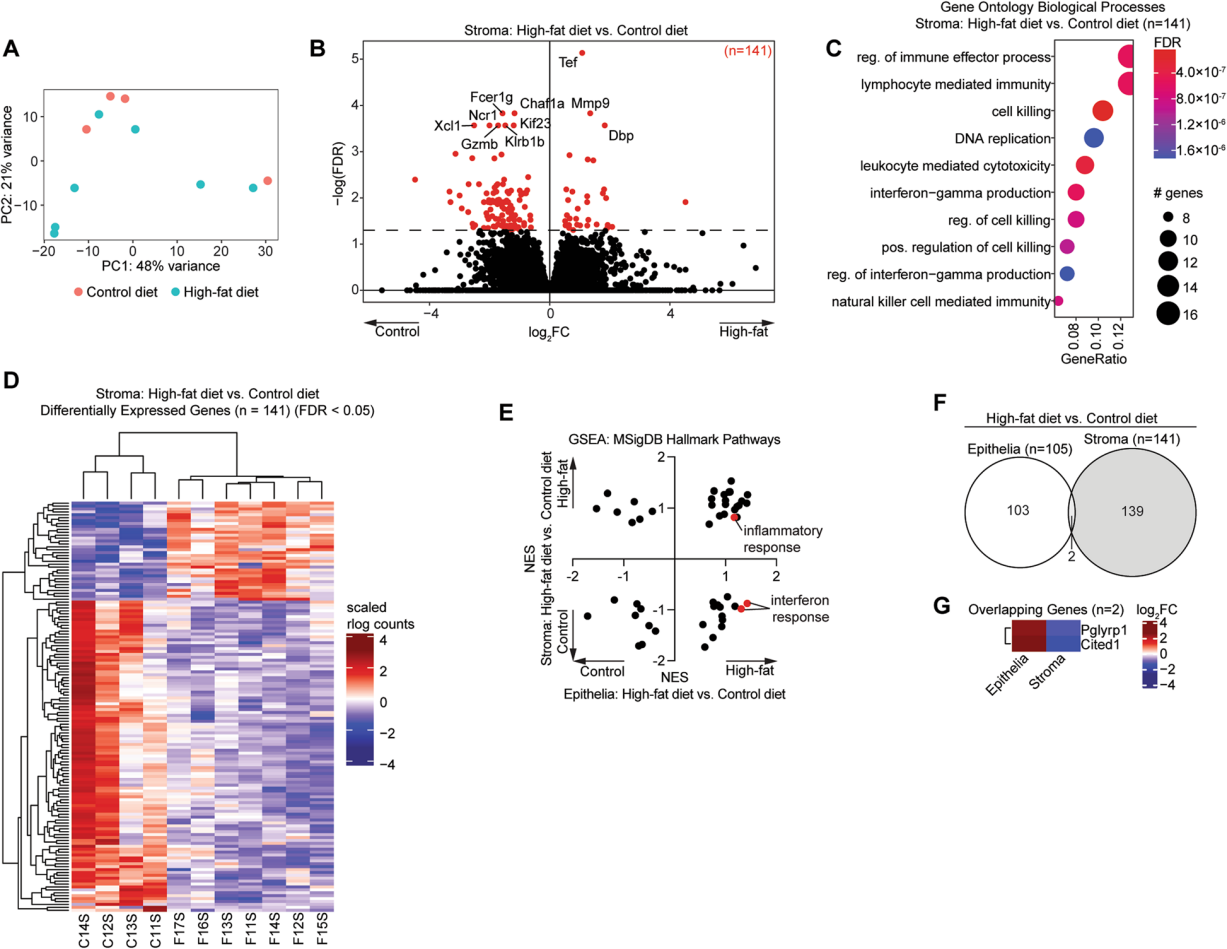
Differential transcriptome analysis of obese endometrial stroma. **A** Principal component analysis of gene expression data from sorted endometrial stroma of control diet and high-fat diet. **B** Volcano plot of expressed genes. Significant differentially expressed genes (*FDR* < 0.05) among stroma are highlighted in red. Genes with *FDR* < 0.001 are denoted with gene symbols. **C** Enrichment analysis for GO biological processes for differentially expressed genes (*n* = 141). **D** Hierarchical clustering of 141 significant differentially expressed genes in all samples. **E** Broad GSEA results for high-fat diet vs. control diet epithelia (x-axis) and stroma (y-axis). Noteworthy pathways are highlighted in red. **F** Proportional Euler diagram of overlap between differentially expressed genes in high-fat diet vs. control diet epithelia (*n* = 105) and stroma (*n* = 141). Statistic is hypergeometric enrichment. **G** Heatmap of fold change values for overlapping genes from panel F

### The uterine peripheral clock is impacted by obesity

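Of the 2213 stromal genes with an unadjusted p under 0.05, 1085 were higher and 1128 lower in high-fat diet mice. Of the 157 genes called with DESeq2, 49 were higher and 108 lower, so that 68.8% were lower.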

In the stroma, most genes impacted by high-fat diet (76%) were downregulated (Fig. 6A). Downregulated genes (*n* = 107) were enriched for GO Biological Processes related to immune processes and cell killing (Fig. 6B), similar to the total set of DE genes (compared with Fig. 5C). 

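The genes of Fig. 6D were each higher in the stroma of high-fat diet mice (n = 6) than of control diet mice (n = 4), and each had an edgeR adjusted p of 0.376. Tef (ENSMUSG00000022389.15, chromosome 15, 81802421 to 81826863) was at 96.3 ± 12.6 and 46.7 ± 12.1 CPM (SD), a log2 fold change of 1.04 (standard error 0.18, DESeq2 adjusted p = 5.99e-04). Dbp (ENSMUSG00000059824.12, chromosome 7, 45705088 to 45710203) was at 33.7 ± 9.34 and 9.02 ± 4.17 CPM (SD), a log2 fold change of 1.89 (standard error 0.35, DESeq2 adjusted p = 5.99e-04). It overlaps Sphk2 on the other strand, and the library of mouse F12 lay below the other high-fat diet mice. Hlf (ENSMUSG00000003949.16, chromosome 11, 90336536 to 90390895) was at 16.3 ± 3.82 and 7.35 ± 3.10 CPM (SD), with a log2 fold change of 1.14 (standard error 0.29, DESeq2 adjusted p = 0.0319). Per3 (ENSMUSG00000028957.12, chromosome 4, 151003652 to 151044665), Nr1d2 (ENSMUSG00000021775.11, chromosome 14, 18204054 to 18239127) and Gpr176 (ENSMUSG00000040133.2, chromosome 2, 118277110 to 118373419) had log2 fold changes of 1.31, 0.69 and 2.10 (standard errors 0.30, 0.15 and 0.56, DESeq2 adjusted p = 0.0166, 0.002996 and 0.0224). Every high-fat diet mouse exceeded every control diet mouse for each gene apart from Gpr176, where 5 of the 6 did.

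**Figure D3:**
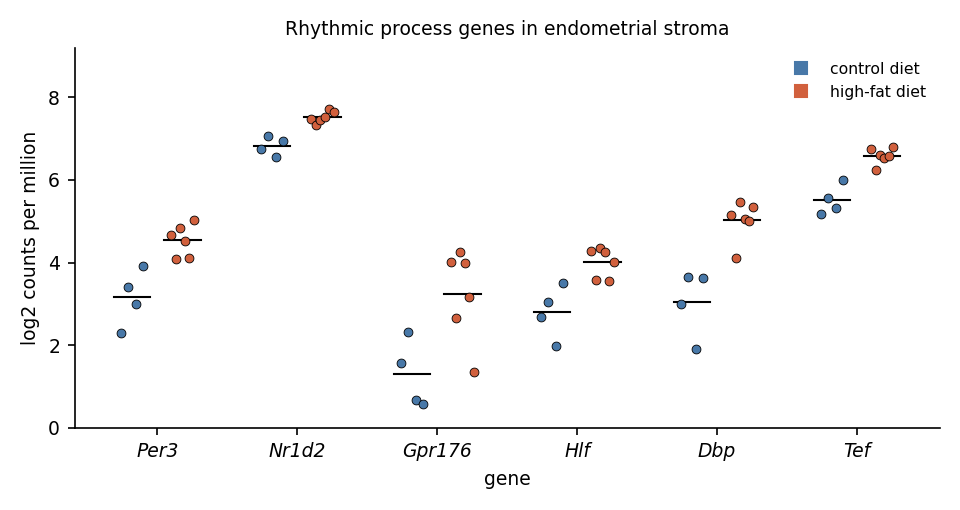
Log2 CPM of Per3, Nr1d2, Gpr176, Hlf, Dbp and Tef in stroma of control diet (n = 4) and high-fat diet (n = 6) mice, one point per mouse, with a line at the mean of each diet. The diets do not overlap for any gene apart from Gpr176.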

Among upregulated genes (*n* = 34), all enriched GO Biological Processes were related to circadian rhythm (Fig. 6C). 

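Stromal CPM of the genes of Figs. 6D and 6G in the 10 mice was set against glucose at 30 min and against body mass, both read by eye from Figs. 2M and 7E, which made 16 relations with two-sided permutation tests. With glucose, Pearson's r was 0.942 for Hlf (permutation p = 1.2e-04, adjusted p = 0.00192, Spearman's rho = 0.960 with permutation p = 1.1e-04) and 0.871 for Gpr176 (permutation p = 0.00222, adjusted p = 0.0118, rho = 0.717 with permutation p = 0.0240). It was 0.757 for Dbp (permutation p = 0.0153, adjusted p = 0.0358, rho = 0.833 with permutation p = 0.00445), 0.743 for Per3 (permutation p = 0.0157, adjusted p = 0.0358, rho = 0.796 with permutation p = 0.00811) and 0.7097 for Tef (permutation p = 0.0264, adjusted p = 0.0529, rho = 0.711 with permutation p = 0.0260). With body mass, r was 0.782 for Nr1d2 (permutation p = 0.0101, adjusted p = 0.0358, rho = 0.681 with permutation p = 0.0349), 0.759 for Tef (permutation p = 0.0153, adjusted p = 0.0358, rho = 0.681 with permutation p = 0.0355), 0.678 for Dbp (permutation p = 0.0389, adjusted p = 0.0613) and 0.662 for Per3 (permutation p = 0.0422, adjusted p = 0.0613). Over all 16 relations, 7 passed an adjusted p of 0.05 and 11 an unadjusted p of 0.05. Log2 CPM gave 13, and the high-fat diet mice alone moved this count most, to 0, with 2 at an unadjusted p under 0.05. Without the 2 mice farthest from the median of glucose or mass, only Hlf with glucose passed (r = 0.908, permutation p = 0.00213, adjusted p = 0.0341). Within the 6 high-fat diet mice, r with glucose was 0.881 for Hlf (exact permutation p = 0.0292), 0.836 for Gpr176 (exact permutation p = 0.0625), 0.363 for Per3, 0.335 for Dbp and 0.0628 for Tef. With mass it was -0.205 for Nr1d2 and -0.693 for Tef. The 4 control diet mice were too few for a correlation of their own.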

For the six genes found within the rhythmic process pathway, stromal gene expression was significantly correlated with body mass of the mouse (*Nr1d2*), glucose intolerance (*Gpr176*, *Hlf*) or both (*Per3*, *Dbp*, *Tef*) (Fig. 6D), suggesting that obesity can impact the peripheral clock of the uterus (Fig. 6D). Circadian clock genes can also regulate the cell cycle [48], so we explored whether cell cycle may be affected in the high-fat diet stroma. The GO Biological Process of “cell cycle DNA repair” was strongly enriched among differentially expressed genes (Fig. 6E). Of the affected genes, most were downregulated in the high-fat diet stroma (Fig. 6F). 

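The genes of Fig. 6F were compared in stroma between 6 high-fat diet and 4 control diet mice. Mcm5 (ENSMUSG00000005410.6) was at 5.41 ± 1.20 and 18.2 ± 8.94 CPM (SD), a log2 fold change of -1.75 (standard error 0.33, edgeR adjusted p = 0.376, DESeq2 adjusted p = 0.00343). Mcm6 (ENSMUSG00000026355.11) was at 30.4 ± 2.88 and 54.5 ± 16.7 CPM (SD), a log2 fold change of -0.84 (standard error 0.18, DESeq2 adjusted p = 0.0201). Lig1 (ENSMUSG00000056394.17) was at 6.03 ± 1.13 and 12.2 ± 4.31 CPM (SD), a log2 fold change of -1.02 (standard error 0.25, DESeq2 adjusted p = 0.0343). The library of mouse F16 lay below the other high-fat diet mice for Mcm6 and Lig1. E2f8 (ENSMUSG00000046179.17) was at 0.462 ± 0.181 and 2.16 ± 1.62 CPM (SD), a log2 fold change of -2.22 (standard error 0.60). Every high-fat diet mouse was below every control diet mouse for Mcm6 and Lig1, as were 5 of the 6 for Mcm5 and 0 of the 6 for E2f8, where control diet mouse C11 was lowest. Chaf1a (ENSMUSG00000002835.9), which overlaps Ubxn6 on the other strand and had 4.60 times as many reverse-stranded as unstranded counts, was at 31.8 ± 2.66 and 33.4 ± 4.34 CPM (SD), a log2 fold change of -0.07 (standard error 0.13, edgeR adjusted p = 0.916). With unstranded counts its log2 fold change was -1.23. Fgfr1 (ENSMUSG00000031565.18) went the other way, with 164 ± 21.7 and 106 ± 17.4 CPM (SD) and a log2 fold change of 0.63 (standard error 0.16, DESeq2 adjusted p = 0.0202).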

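Among the 16 relations in stroma, Pearson's r of Lig1 with body mass was -0.597 (two-sided permutation p = 0.0644, adjusted p = 0.0793) and Spearman's rho -0.875 (permutation p = 0.00156) over 10 mice. Without the 2 mice farthest from the median mass, r was -0.692 (permutation p = 0.0531), and within the 6 high-fat diet mice it was -0.660 (exact permutation p = 0.125). For Fgfr1, r with glucose at 30 min was 0.876 (permutation p = 0.00164, adjusted p = 0.0118, rho = 0.900 with permutation p = 8.8e-04) and with body mass 0.668 (permutation p = 0.0397, adjusted p = 0.0613, rho = 0.620 with permutation p = 0.0617). Without the 2 farthest mice, r was 0.756 with glucose (permutation p = 0.0271) and 0.663 with mass (permutation p = 0.0752). Within the high-fat diet mice it was 0.885 with glucose (exact permutation p = 0.0278) and -0.129 with mass, so the relation with mass did not hold within that diet.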

*Lig1* (DNA ligase 1) expression was negatively correlated with body mass, while *Fgfr1* expression was positively correlated with both glucose intolerance and body mass (Fig. 6G).

**Fig. 6:**
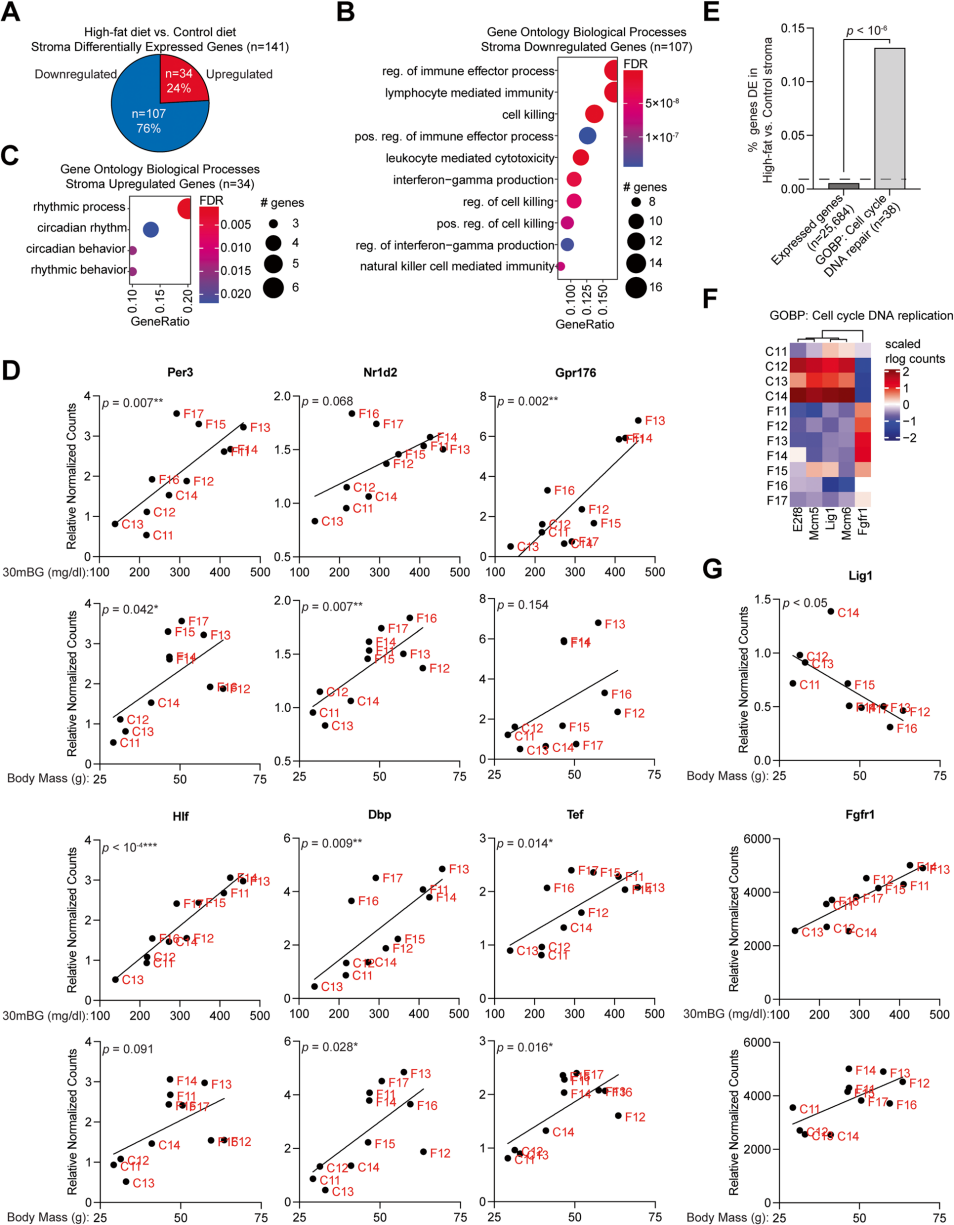
Alterations to the circadian clock in obese endometrial stroma. **A** Distribution of genes which are significantly upregulated vs. downregulated in high-fat stroma. **B**-**C** Enrichment analysis for GO biological processes for downregulated genes (*n* = 107) (**B**) or upregulated genes (*n* = 34) (**C**). **D** Correlation between glucose tolerance (measurement at 30 min) or body mass and expression of rhythmic process genes *Per*, *Nr1d2*, *Gpr176*, *Hlf*, *Dbp*, and *Tef*. Statistic is Pearson’s correlation. **E** Enrichment analysis for GO biological process Cell Cycle DNA Repair. Statistic is hypergeometric enrichment. **F** Heatmap of altered genes (*n* = 5) from Cell Cycle DNA Repair pathway. **G** Correlation between body mass and *Lig1* (top) or *Fgfr1* (bottom) expression or glucose tolerance (measurement at 30 min) and *Fgfr1* expression (middle). Statistic is Pearson’s correlation

### Diverse response to high-fat diet leads to differential epithelial and macrophage gene programs

We next explored whether obesity led to differences in proliferation and apoptosis in the mouse uterus. We observed a significant increase in Cleaved Caspase 3 (CC3) in the luminal, but not glandular, epithelial layers of the endometrium in some, but not all, of the high-fat diet mice (Fig. 7A, B). The epithelium was identified by KRT8 staining (Fig. 7 A,B), and compared to negative controls (Supplemental Fig. 5). Conversely, we observed a specific decrease in Ki67 in the luminal epithelial layer (Fig. 7A,B). Luminal CC3 was inversely correlated with luminal Ki67 (Fig. 7C), indicating a less proliferative and more apoptotic epithelial lumen. Luminal CC3 was also positively correlated with the F4/80 macrophage marker (Fig. 7D). Changes in luminal CC3 and Ki67 positive staining patterns correlated with glucose intolerance (Fig. 7E), indicating that glucose intolerance, apoptotic endometrial lumen and macrophage abundance are correlated features (Fig. 7E). Staining for CC3, Ki67 and F4/80 was not impacted by estrous stage (Supplemental Fig. 4K-M).

**Fig. 7:**
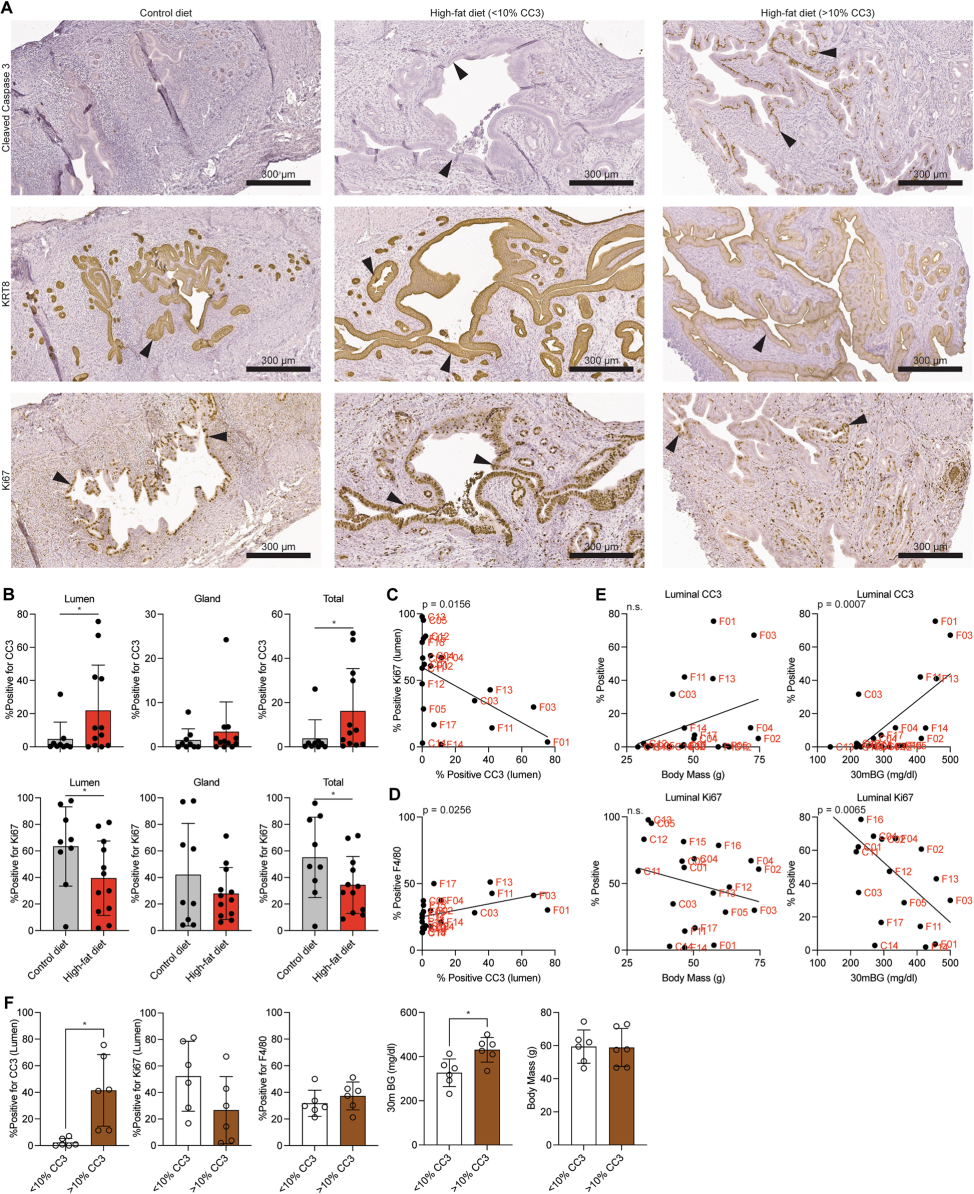
Differential apoptosis among high-fat endometrial epithelia. **A** Immunohistochemistry for Ki67 (top row, indicates proliferation), Cleaved Caspase 3 (CC3) (middle row, indicates apoptosis) and KRT8 (bottom row, endometrial epithelia marker) in uteri from mice on control diet (left column) or high-fat diet (middle and right columns). Two samples are shown for high-fat diet mice, one without luminal CC3 staining (middle) and one with high CC3 staining (right). Arrowheads indicate positive staining in endometrial epithelia. **B** Quantification of CC3 (top row) and Ki67 (bottom row) among luminal (left column), glandular (middle column) or total (right column) endometrial epithelia. Statistic is ANOVA. **C** Correlation between luminal CC3 and Ki67 among all mice. Statistic is Pearson’s correlation. **D** Correlation between luminal CC3 and endometrial F4/80 among all mice. Statistic is Pearson’s correlation. **E** Correlations between luminal CC3 (top row) or Ki67 (bottom row) and body mass in grams (left column) or glucose tolerance (measurement at 30 min, mg/dl) (right column) among all mice. Statistic is Pearson’s correlation. **F** Histograms comparing luminal CC3, luminal Ki67, endometrial F4/80, glucose tolerance (measurement at 30 min, mg/dl) and body mass (g) between high-fat diet mice with < 10% luminal CC3 or > 10% luminal CC3. Statistic is ANOVA. *p < 0.05, n.s. is non-significant

Observing the range in glucose intolerance, epithelial apoptosis, and macrophage abundance among the high-fat diet mice, we next considered the high-fat diet mice as two groups: those with > 10% CC3 positive staining in the epithelial lumen, and those with < 10% CC3 positive staining. 

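The RNA-seq libraries of the high-fat diet mice were placed in these groups by the mouse labels of Fig. 7, with luminal CC3 read by eye against 10%. Mice F01, F03, F04, F11, F13 and F14 had >10% CC3 and F02, F05, F12, F15, F16 and F17 had <10% CC3. For epithelia this gave 6 libraries against 6, of which cohort 1 contributed 3 and 2. For macrophages it gave 3 against 4 and for stroma 3 against 3, all from cohort 2, since the stroma of F15 was not analysed here. Counts on genes in epithelia ranged from 10893317 to 13896857 (median 12743459.5) with >10% CC3 and from 12562973 to 14884787 (median 13664665.5) with <10% CC3. In macrophages they ranged from 13020584 to 14227310 (median 13743523) and from 9082919 to 12920362 (median 12869706.5). In stroma they ranged from 11943180 to 13480339 (median 12803286) and from 14767691 to 15050444 (median 14885322), so the totals of the groups did not overlap in either of these cell types. Counts were filtered, normalized and tested as for the diets, within one cell type at a time and without the control diet libraries. Fold changes are of >10% against <10% CC3.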

High-fat diet mice with > 10% CC3 also displayed greater glucose intolerance, without significant differences in luminal Ki67, endometrial F4/80 or body mass (Fig. 7F). Exploring the differential gene expression between the epithelia of mice with < 10% CC3 or > 10% CC3, we observed differences by principal component analysis (Fig. 8A, compared to Fig. 4A). 

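In principal components of the 500 most variable genes of the 12 high-fat diet epithelial libraries, the first component held 33.1% of the variance and the second 22.2%. On the first, mice with >10% CC3 ranged from -2.04 to 22.2 and mice with <10% CC3 from -59.6 to 14.7 (two-sided exact permutation p = 0.126, adjusted p = 0.377 over the 12 component tests). On the second, the exact permutation p was 0.619. Within cohort 1 the groups differed by 44.8 on the first component, where 3 mice against 2 cannot give an exact permutation p below 0.1. The library of F05, of cohort 1, lay at -59.6 and the next lowest of the 12 at -10.3, so F05 set much of that difference. Within cohort 2 the groups differed by 2.46 (exact permutation p = 0.714).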

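Between epithelia with >10% and <10% CC3, 0 of 24299 genes reached an adjusted p below 0.05 with edgeR, the smallest being 0.145, and 2361 had an unadjusted p under 0.05 (1264 higher, 1097 lower). DESeq2 gave 246 genes (137 higher, 109 lower), all 246 with the same direction with edgeR, and DESeq2 on unstranded counts moved the number most, to 316. Of the 331 genes in the paper's supplementary table, 327 were tested, 324 had the same direction and DESeq2 called 191. Igkv5-45 (ENSMUSG00000094094.2, chromosome 6, 69775750 to 69776344), an immunoglobulin kappa variable gene whose reads can be shared with its paralogs, had 0 counts in all 6 libraries with >10% CC3 and 8 to 179 counts, 4.87 ± 3.75 CPM (SD, n = 6), with <10% CC3. Against the floor of 3 counts it was at least 20.5-fold lower (edgeR adjusted p = 0.145, DESeq2 adjusted p = 5.50e-11). Bnc1 (ENSMUSG00000025105.10, chromosome 7, 81966672 to 81992292) was at 7.08 ± 4.04 and 1.10 ± 0.596 CPM (SD, n = 6 each), a log2 fold change of 2.66 (standard error 0.48, edgeR adjusted p = 0.151, DESeq2 adjusted p = 4.42e-05), with no overlap of the groups. Its log2 difference was 2.10 in cohort 1 (exact permutation p = 0.2) and 2.75 in cohort 2 (exact permutation p = 0.0286, the smallest that 3 mice against 4 allow). Klk1 (ENSMUSG00000063903.5, chromosome 7, 44225360 to 44229618) was at 1.04 ± 0.655 and 589 ± 1229 CPM (SD, n = 6 each), a log2 fold change of -9.18 (standard error 1.82, edgeR adjusted p = 0.201, DESeq2 adjusted p = 5.30e-09), with 5 of the 6 mice with >10% CC3 below every other mouse. Its log2 difference was -1.11 in cohort 1 (exact permutation p = 0.3) and -7.92 in cohort 2 (exact permutation p = 0.0571).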

Consistent with this, there were 331 genes differentially expressed in comparisons between the epithelia of high-fat diet mice grouped by > 10% CC3 versus < 10% CC3 positive staining (Fig. 8B). Genes upregulated in the > 10% CC3 group were enriched for pathways related to extracellular matrix organization (Fig. 8C), while downregulated genes were enriched for pathways related to cell recognition and immune-response activation (Fig. 8D). Genes differentially expressed in the > 10% CC3 group were significantly overlapped with genes differentially expressed in mice in the estrus stage compared to other stages, with 19% of genes being shared between these analysis (Supplemental Fig. 4). However, the majority were unique to the > 10% CC3 vs. < 10% CC3 analysis.

**Fig. 8:**
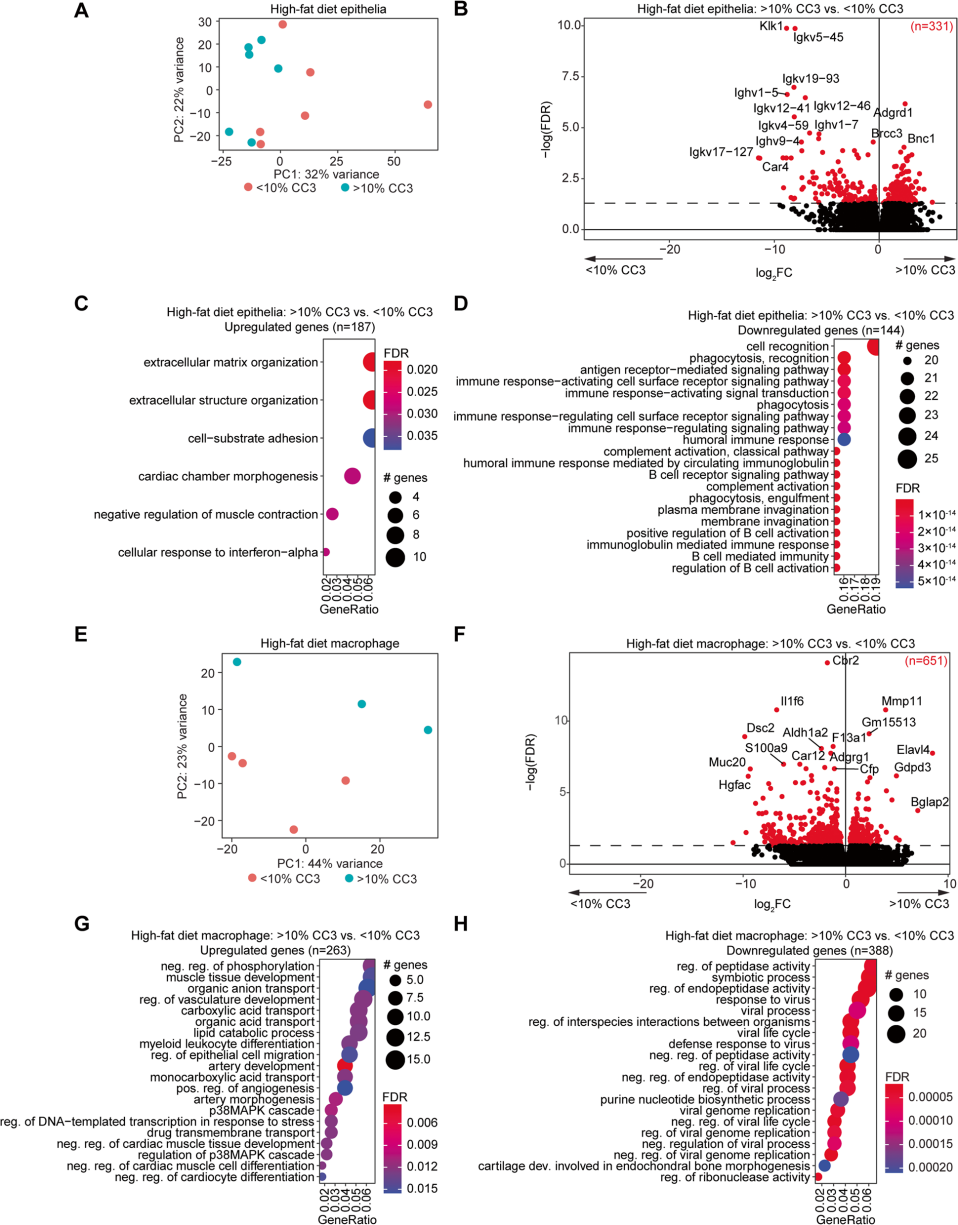
Differential gene expression profiles among mice with apoptotic luminal epithelia. **A** Principal component analysis of gene expression data from high-fat diet endometrial epithelia based on luminal CC3, > 10% or < 10%. **B** Volcano plot of expressed genes in epithelia of two groups. Significant differentially expressed genes (*FDR* < 0.05) among > 10% CC3 epithelia compared to < 10% CC3 epithelia are highlighted in red. Genes with *FDR* < 0.001 are denoted with gene symbols. **C**, **D** Enrichment analysis for GO biological processes for upregulated genes (*n* = 187) (C) or downregulated genes (*n* = 144) (**D**). **E** Principal component analysis of gene expression data from high-fat diet macrophages based on luminal CC3. **F** Volcano plot of expressed genes in macrophages of two groups. Significant differentially expressed genes (*FDR* < 0.05) are highlighted in red. Genes with *FDR* < 0.001 are denoted with gene symbols. **G**, **H** Enrichment analysis for GO biological processes for upregulated genes (*n* = 263) (**G**) or downregulated genes (*n* = 388) (**H**) among macrophages from > 10% CC3 and < 10% CC3 groups

Macrophages from each of the > 10% CC3 versus < 10% CC3 groups were also separated based on principal components (Fig. 8E, compared to Supplemental Fig. 3B), and 651 differentially expressed genes were observed between the two groups (Fig. 8F). 

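In principal components of the 7 high-fat diet macrophage libraries, the first component held 44.4% of the variance and the second 22.9%. The first did not separate the 3 mice with >10% CC3 from the 4 with <10% CC3 (exact permutation p = 0.229). The second did, at 3.89 to 18.3 against -22.4 to 0.428 (exact permutation p = 0.0571, adjusted p = 0.343). With edgeR, 0 of 23709 genes reached an adjusted p below 0.05, the smallest being 0.0782, and 2999 had an unadjusted p under 0.05 (1149 higher, 1850 lower). DESeq2 called 591 genes (223 higher, 368 lower). Of the 651 genes in the paper's supplementary table, 644 were tested, 643 had the same direction, 632 had an unadjusted p under 0.05 and DESeq2 called 483. Cbr2 (ENSMUSG00000025150.10, chromosome 11, 120729489 to 120732114) was at 224 ± 18.1 CPM (SD, n = 3) with >10% CC3 and 796 ± 152 CPM (SD, n = 4) with <10% CC3, a log2 fold change of -1.83 (standard error 0.19, edgeR adjusted p = 0.0782, DESeq2 adjusted p = 1.66e-16). Mmp11 (ENSMUSG00000000901.17, chromosome 10, 75923222 to 75936496) was at 117 ± 32.1 CPM (SD, n = 3) and 15.8 ± 5.62 CPM (SD, n = 4), a log2 fold change of 2.89 (standard error 0.31, edgeR adjusted p = 0.0782, DESeq2 adjusted p = 4.29e-13). It overlaps Chchd10 on the other strand, and with unstranded counts its log2 fold change was 3.88.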

A broad spectrum of pathways were enriched in the genes upregulated by the macrophages within the > 10% CC3 group (Fig. 8G), while downregulated genes were related to viral response (Fig. 8H). Genes in this group were not impacted by estrous stage in the macrophages (Supplemental Fig. 4).

Stroma from each group were also clearly separated by gene expression profiles (Fig. 9A), with 3,361 genes differentially expressed between the two groups. 

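In principal components of the 6 high-fat diet stromal libraries, the first component held 56.1% of the variance, and mice with >10% CC3 lay at 5.05 to 16.2 and mice with <10% CC3 at -15.0 to -7.93. The exact permutation p was 0.1, the smallest that 3 mice against 3 allow, and the second component (21.6%) did not separate the groups. With edgeR, 995 of 24761 genes reached an adjusted p below 0.05 (614 higher and 381 lower with >10% CC3), and 5561 had an unadjusted p under 0.05. DESeq2 called 2539 genes (1278 higher, 1261 lower), among them 981 of the 995. Leaving out each mouse in turn gave 40 to 1243 genes, with the fewest without F11. Adding the control diet libraries to the model as another group gave 120 genes. The part of the paper's supplementary table that could be read lists 1997 genes, of which 1978 were tested, 1976 had the same direction and 864 passed with edgeR. Gpnmb (ENSMUSG00000029816.10, chromosome 6, 49036546 to 49070929) ranked 1 by p-value, at 855 ± 171 CPM with >10% CC3 and 96.7 ± 20.1 CPM with <10% CC3 (SD, n = 3 each), a log2 fold change of 3.14 (standard error 0.24). Mmp11 was at 2176 ± 934 and 92.2 ± 37.5 CPM (SD, n = 3 each), a log2 fold change of 4.55 (standard error 0.45). C1qtnf3 (ENSMUSG00000058914.12, chromosome 15, 10952332 to 10980150) was at 1509.7 ± 394 and 211 ± 28.9 CPM, Podxl2 (ENSMUSG00000033152.13, chromosome 6, 88842558 to 88875044) at 170.1 ± 17.8 and 49.5 ± 4.00 CPM, and Adamtsl2 (ENSMUSG00000036040.14, chromosome 2, 27079379 to 27108981) at 0.132 ± 0.168 and 10.4 ± 3.56 CPM (SD, n = 3 each). Each of these genes had an edgeR adjusted p of 0.00612. Gm13372 and 2810430I11Rik, annotated as processed transcripts on the other strand of Col5a1 on chromosome 2, had the same adjusted p with log2 fold changes of -2.03 and -1.93. Their reverse-stranded counts were 43.3 and 62.4 times their unstranded counts, and on unstranded counts neither passed.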

Upregulated genes were enriched for pathways related to organ development, cell adhesion and regulation of epithelia (Fig. 9C), while downregulated genes were enriched for pathways related to golgi and endoplasmic reticulum (Fig. 9D). These genes were unique from those impacted by estrous stage in the stroma (Supplemental Fig. 4).

**Fig. 9:**
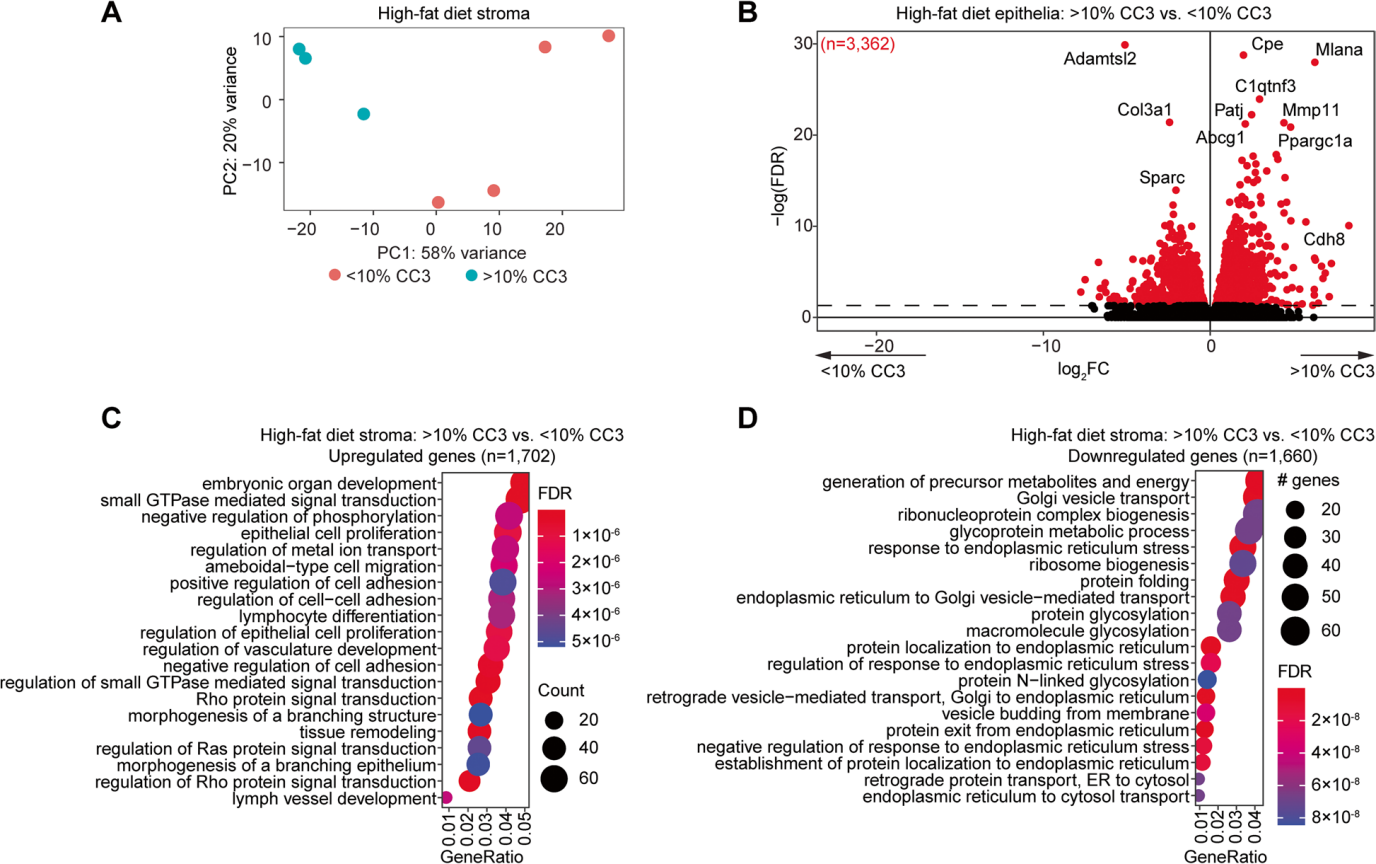
Differential stroma expression profiles among mice with apoptotic luminal epithelia. **A** Principal component analysis of gene expression data from high-fat diet endometrial stroma based on luminal epithelia CC3, > 10% or < 10%. **B** Volcano plot of expressed genes in stroma of two groups. Significant differentially expressed genes (*FDR* < 0.05) among > 10% CC3 epithelia compared to < 10% CC3 epithelia are highlighted in red. Genes with *FDR* < 0.001 are denoted with gene symbols. **C**,**D** Enrichment analysis for GO biological processes for upregulated genes (*n* = 1,702) (**C**) or downregulated genes (*n* = 1,660) (**D**)

## Discussion

The global incidence of obesity has increased rapidly over the past 50 years, reaching pandemic levels [49]. Among the numerous health problems associated with obesity, a significant number of cancer deaths result from obesity [50]. Particularly, the incidence of EC is rising steadily due to the increased incidence of obesity [10, 12, 13]. A wide variety of metabolic conditions are linked to both obesity and EC, including hyperinsulinemia, metabolic syndrome, and type 2 diabetes [10, 13]. Metabolic risk factors also contribute to idiopathic infertility [3]. In this study, we measured the impact of obesity on three different cell types in the uterus, endometrial epithelia, stroma and macrophages, by performing gene expression and pathological analyses. High-fat diet induced unique differential gene expression in the epithelia and stroma compared to control diet, with a minimal effect on uterine macrophages. The differential effects within cell types validates our model, in that different cell types should respond differently to the systemic phenotype of obesity, as has been reported in a direct comparison of adipose and skeletal muscle [51].

S100A8 and S100A9 subunits form the calprotectin complex, a secreted factor that utilizes calcium as a cofactor to chelate zinc as part of the innate immune system [52]. Chelation of zinc can affect cell migration and extracellular matrix properties through inhibition of matrix metalloproteases. Calprotectin also stimulates inflammation through its activities as a cytokine [45] and stimulates leukocyte migration and adhesion [53]. Measurements of fecal calprotectin can be used as a marker for gastrointestinal inflammation [54]. Bacterial infection has been shown to increase the abundance of S100A9 in the bovine uterine proteome [55]. The expression of S100A8 and S100A9 is increased in the endometrial decidua tissue of women with recurrent early pregnancy loss [56]. Upregulation of calprotectin in the obese endometrial epithelia may contribute to the decreased endometrial decidualization observed in mouse and human cell line models [57]. Pglyrp1, found to be upregulated in the epithelia and downregulated in the stroma (Peptidoglycan recognition protein 1, also called Tag7) is a mediator of innate immunity which can also interact with calcium binding protein S100A4 [58]. In addition to calprotectin, we also report a downregulation of endoplasmic reticulum calcium transporter Ryr3 in the obese endometrial epithelia (Fig. 4H), suggesting that obesity-induced disruption of calcium signaling may impact innate immune processes in this cell type.

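Ryr3 (ENSMUSG00000057378.15, chromosome 2, 112631355 to 113217096) was at 7.28 ± 16.5 CPM (SD, n = 12) in high-fat diet epithelia and 9.97 ± 11.0 CPM (SD, n = 9) in control diet epithelia, a log2 fold change of -0.45 (standard error 0.73, edgeR adjusted p = 0.895). It overlaps Aven on the other strand. DESeq2 called it, with a log2 fold change of -1.95 (adjusted p = 0.0180), and the edgeR value was -1.98 without high-fat diet mouse F05 and 0.04 without control diet mouse C12. The log2 CPM of F05 was 5.90, against at most 1.93 in the other high-fat diet mice. Its log2 difference was -0.20 in cohort 1 (exact permutation p = 0.873) and -1.53 in cohort 2 (exact permutation p = 0.106).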

The uterus of non-pregnant mice and rats possesses a functional molecular clock, while pregnancy prolongs the uterine circadian rhythm [59, 60]. Mice with a dominant negative *Clock* gene, *ClockΔ19,* are unsuccessful at parturition, likely due to loss of periodic circadian rhythm gene expression in the uterus [61, 62]. Previously, the periodic expression of *Per3*, *Tef* and *Dbp* were shown to be regulated in stromal cells of pregnant rats [63]. In our study, these three genes were differentially expressed in obese mice, and gene expression was significantly correlated with decreased glucose tolerance. These findings suggest that the circadian clock of the endometrial stroma becomes dysregulated during obesity, a phenomenon which may influence the uterine microenvironment and impact fertility and cancer pathogenesis. Much of the previous work in the circadian rhythm field has focused on the effects on estrogen signaling in the uterus. Uterine explants from ovariectomized rats display a reduced period of expression for *Per2* following treatment with estrogen [64]. Neurons of the suprachiasmatic nucleus regulate the estrous cycle through expression of vasoactive intestinal peptide, and genetic loss of vasoactive intestinal peptide in female mice decrease reproductive success because of disrupted estrogen signaling [65]. However, peripheral clocks are highly regulated by several hormones, including melatonin, which is reduced endogenously with obesity [66]. Melatonin is primarily produced by the pineal gland and acts through its two G-protein coupled receptors in target tissues, including the pancreas, in which it can regulate insulin production [66]. Furthermore, melatonin can reduce intrauterine inflammation and prevent preterm birth [67]. Additional studies will be needed to characterize the mechanisms by which obesity disrupts the uterine peripheral clock, and the impacts this has on both fertility and disease pathogenesis.

We observed transcriptomic changes in obese mouse epithelia that were comparable to those observed in our endometrial cancer GEMMs. This may reflect similar metabolic conditions among both the obese microenvironment and tumor microenvironment. However, only a fraction of the differentially expressed genes in the endometrial GEMMs were affected by obesity. This is an expected result, as obesity alone is not sufficient for endometrial tumorigenesis [68]. While high-fat diet induced obesity does not appear to be sufficient for endometrial hyperplasia or endometrial tumorigenesis, these results demonstrate a subset of the transcriptomic changes occurring in the obese mouse endometrial epithelium partially reflect those occurring in an endometrial cancer model.

Recently, several studies have identified that somatic driver mutations that are thought to contribute to EC pathogenesis, including *PIK3CA*, *KRAS* and *PIK3R1*, can exist in normal uteri without cancer [69–72]. We have shown that obesity regulates inflammatory pathway genes in the endometrial epithelia and disrupt the peripheral clock in the endometrial stroma. The stroma also showed downregulation of immune-related genes, which could be functionally important, but may also be the result of differences in the profiled cell populations in the impure fraction. 

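The mean log2 CPM of 11 natural killer cell genes, among them Ncr1, Gzma, Prf1 and Nkg7, was 2.84 ± 0.32 (SD, n = 6) in high-fat diet stroma and 4.34 ± 0.80 (SD, n = 4) in control diet stroma. The difference of -1.51 had a two-sided exact permutation p of 0.00476, or 0.0524 adjusted over 33 gene set tests, and all 6 high-fat diet mice were below every control diet mouse. In the epithelia of the same comparison the difference was -1.06 (permutation p = 0.0833), and the diet effect did not differ between the cell types (difference -0.23, exact permutation p = 0.748).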

Dysregulation of the endometrial stroma can contribute to epithelial phenotypes, as a key function of the endometrial stroma is to regulate the proliferation and differentiation of the epithelia through responses to progesterone and estrogen signaling [73, 74]. We observed cooperative gene expression changes among high-fat diet epithelia with those in a model with features of endometrioid carcinoma, but not intraepithelial carcinoma.

Finally, we observed distinct differences in epithelia, stroma and macrophage gene expression among mice with apoptotic luminal epithelia (> 10% CC3 vs. < 10% CC3). Epithelia downregulated immune-activating cell recognition markers, while macrophages downregulated viral defense responses, suggesting that macrophages may become unresponsive to damaged epithelium in this context, leading to a persistence of apoptotic cells. Stroma of these mice upregulated epithelial cell proliferation genes, suggesting a response to epithelia undergoing apoptosis. Given that endometrial cancers arise from the endometrial epithelia, modifications to stromal regulation of epithelia resulting from obesity could indicate a mechanism by which obesity can create a tumor-prone microenvironment. These results suggest that pathological changes in the endometrium are associated with the metabolic phenotype of obesity, but that changes within each cell compartment are variable among a diverse outbred strain of mice. Further studies will be needed to determine if this aspect of obesity may contribute to endometrial cancer pathogenesis.

## Supplementary Information

**Additional file 1:** **Supplemental Figure 1.** Increased macrophages in the high-fat diet endometrium. **Supplemental Figure 2.** Purification of endometrial cells. **Supplemental Figure 3.** Differential gene expression analysis of high-fat diet uterine macrophages. **Supplemental Figure 4.** Impact of estrous cycle stage on differential gene expression. **Supplemental Figure 5.** Negative immunohistochemistry staining.

**Additional file 2: Supplemental Data: Table 1.** Differential Gene Expression.

## Data Availability

Newly generated RNA-seq data from control diet and high-fat diet epithelia, stroma, and macrophages we deposited at GEO accession series GSE208586. Previously published RNA-seq data was access from GEO accession series GSE129784, GSE152663 and GSE184499.

How the deposited data were processed for this re-analysis (not part of the article)

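RNA-seq was analysed for endometrial epithelia, stroma and macrophages sorted from CD-1 mice after 18 weeks on a high-fat or a control diet that began at 8 weeks of age. Libraries of 42 samples were used, 21 of epithelia, 10 of stroma and 11 of macrophages; the labels list 43 samples, and the stroma of high-fat diet mouse F15 was not analysed here. The mouse, diet and cell type of each library came from the sample labels and the mouse labels of the paper's figures, the cohort from the paper's methods, and the CC3 group of each high-fat diet mouse, glucose at 30 min in week 17 and body mass from Figs. 2M and 7, read by eye. Mice were collected at zeitgeber time 2 according to the paper. The high-fat diet mouse that the paper excluded as an outlier has no library here.

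The authors trimmed 50 bp read pairs, aligned them to mm10 with STAR and deposited STAR's raw counts per gene of GENCODE vM16, without normalization, in 3 columns: without regard to strand, forward and reverse. The reverse-stranded counts were the input of every main result, because the paper's methods name them. Their share of the counts of both strands was 49.8% to 50.1% in each library, so unstranded counts were an alternative. Because the libraries carry no strand, overlapping genes and antisense genes are uncertain, as are paralogs and pseudogenes. The files give gene identifiers alone. Of 55385 identifiers, 55144 were found in GENCODE M21 on GRCm38, 54487 with the same version, and took their symbol and position from it; 241 were not found and kept their identifier, and 213 symbols belong to several identifiers.

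Counts on genes per library ranged from 9082919 to 17181759, with a median of 13492425, and 19630 to 27525 genes had a count. The lowest level that a library could show was taken as 3 counts, and such floors cover counting error only, since the libraries carry no molecular identifiers. No pair of libraries of one group was identical among 150 pairs, and the smallest chi-square per gene between a pair was 15.5.

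Genes with a mean of at least 1 count per library of the fit were kept. Counts were normalized with TMM and tested with edgeR 4.0.16 (quasi-likelihood F-test, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment; thresholds were an adjusted p of 1e-10 between cell types and 0.05 elsewhere, after the paper. Cell types were compared in one fit of the control diet libraries of cohort 2. Diets and CC3 groups were compared within one cell type, without covariates, and the difference of the diet effect between epithelia and stroma was an interaction term with the mouse as a block. Pairing by mouse came from the mouse names shared by libraries of the 3 cell types. Same-numbered mice of the diets are different animals. The paper tested with DESeq2 and independent hypothesis weighting; the latter was not used here. Gene levels are CPM from TMM-scaled library sizes, and log2 CPM used a prior count of 2. Principal components used the 500 most variable genes after the regularized log of DESeq2 1.42.0. Gene sets of cell types, interferon response, clock and cell cycle were written before the data were examined and summarised as the mean log2 CPM of their genes; some of their genes are not reported here by name. Single values were compared by exact permutation, or by 100000 permutations in larger groups, and correlations by Pearson's r and Spearman's rho with permutation p-values, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

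The genes named are those that the paper's text or figure labels name for a comparison, in each diet and CC3 comparison the 3 higher and 3 lower genes with the smallest adjusted p among those past the threshold, and the genes of the gene sets. Signature genes at rank 1 and genes that make up a count of 8 or fewer were named after their values were seen.

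The models were tested on simulated counts with 200 changed genes, drawn with the dispersions of the real genes. At an adjusted p of 0.05, edgeR recovered 59.5% of the changed genes among 23724 tested in the layout of the epithelial diet comparison, 40.0% among 24329 in stroma, 37.2% among 23016 in macrophages, and 31.8%, 28.2% and 52.4% among 23596, 22743 and 23993 for the CC3 groups in epithelia, macrophages and stroma, with 2 to 8 false calls each. DESeq2 recovered 66.2%, 51.6%, 53.7%, 52.1%, 37.4% and 57.7%, with 26 to 54 false calls. In the cell-type layout edgeR made 0 calls at 1e-10 and DESeq2 made 22. With a dispersion of 0.1 in place of the real ones, these were 43 and 47, and false calls at 0.05 were 3 to 14 with edgeR and 5 to 26 with DESeq2. The log2 changes of the 200 genes were at most 3 in either direction, in every layout. Between the real epithelia and stroma, 9713 genes differed at 0.05. The simulated calls at 1e-10 therefore cannot show how either test does on the real cell types.

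Alternatives were DESeq2 with its own size factors, RLE normalization, unstranded and forward-stranded counts, a filter of at least 10 counts in every library, no filter beyond 1 count in total, other sets of libraries in the fit, cohort as a covariate or one cohort alone, replicate blocks, leaving out each library, another threshold, a variance stabilizing transformation, 2000 genes in place of 500, and for correlations Spearman's rho, another scale and subsets of mice. DESeq2 on unstranded counts was added after seeing the data. Gene Ontology enrichment, Broad GSEA, comparisons of estrous stages and the libraries of mutant mice were not analysed here.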

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

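The library-size test below was among the tests chosen only after the results were seen, and the others here were written before. Over 79 groups, 7 had a library far from the rest by Dixon's ratio of the gap to the range, against 3.95 that chance gives at 5%.

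Among high-fat diet macrophages, the library of F16 held 9082919 counts on genes against 12834299 to 14227310 in the other libraries, a ratio of 0.729. The library of F11 had counts on 19630 genes against 22596 to 24614, a ratio of 0.595. Log2 fold changes between CC3 groups with and without the F11 library correlated by 0.903 over 23453 genes, but the fits share 6 of the 7 libraries, so this cannot rule out that library as a source of the macrophage differences. Without it, 1 gene (Gdpd3) passed an adjusted p of 0.05 with edgeR. No biological explanation of these library properties was tested.

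Lum lay apart in the control diet epithelia of C13 (log2 CPM 3.44 against 3.86 to 3.93, ratio 0.851) and in the control diet stroma of C11 (12.77 against 11.95 to 11.99, ratio 0.955). The log2 fold change between epithelia and stroma stayed between -8.51 and -8.19 with each library left out. Dbp was lower in the high-fat diet stroma of F12 (4.10 against 5.02 to 5.46, ratio 0.672), and Lig1 (2.01 against 2.55 to 2.85, ratio 0.647) and Mcm6 (4.65 against 4.90 to 5.03, ratio 0.661) in that of F16. Leaving out each library in turn kept the diet effect of Dbp between 1.63 and 2.09, of Lig1 between -1.19 and -0.80 and of Mcm6 between -0.97 and -0.68. With chance giving 3.95 such libraries, no explanation was tested for them.

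The mean log2 CPM of 13 neutrophil marker genes, which leave out S100a8 and S100a9, was higher in high-fat diet than in control diet epithelia by 1.26 (permutation p = 0.00397, adjusted p = 0.0524 over 33 tests), with 7 of the 12 high-fat diet mice above every control diet mouse. The difference was 1.23 in cohort 1 (exact permutation p = 0.0794) and 1.37 in cohort 2 (exact permutation p = 0.0333). Of these genes the paper's figures label Fpr1, so the set is not wholly apart from the paper's calls. Total counts did not differ between the diets (permutation p = 0.571). Within the 12 high-fat diet epithelia, S100a8 rose with these markers (r = 0.880, permutation p = 3.4e-04, rho = 0.853), also without the 2 libraries farthest from the median (r = 0.849, permutation p = 0.00170) and in the 7 mice of cohort 2 (r = 0.863, exact permutation p = 0.0153), and S100a9 did so with r = 0.935 (permutation p = 1e-05, the smallest that the permutations can give). With epithelial marker genes in the same 12 libraries, r of S100a8 was also positive but lower, at 0.527 (permutation p = 0.0801, rho = 0.476). Within the 9 control diet epithelia, r of S100a8 with the neutrophil markers was 0.487 (exact permutation p = 0.179). RNA from neutrophils in the epithelial fraction therefore remains a candidate explanation for the rise of S100a8 and S100a9. With 12 of its genes, the neutrophil set differed between diets by 0.60 in stroma (exact permutation p = 0.181). There 5 of the 6 high-fat diet mice were above every control diet mouse and 1 was below every one. With 11 of its genes, the set differed by 0.04 in macrophages (exact permutation p = 0.879). These values do not settle whether more neutrophils lay in the tissue or more were carried over in sorting.

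The mean log2 CPM of 7 plasma cell genes was lower in epithelia with >10% than with <10% CC3 (difference -1.88, exact permutation p = 0.0390, adjusted p = 0.440), with 4 of the 6 mice with >10% CC3 below every other. It was -2.76 in cohort 1 (exact permutation p = 0.1, the smallest possible) and -1.88 in cohort 2 (exact permutation p = 0.0286). Within the groups these genes rose and fell together, with a mean pairwise r of 0.677 against 0.162 at the upper 5% point of 10000 random matched lists. A change in plasma cells in the epithelial fraction is a candidate explanation for the lower immunoglobulin genes. Neither the set nor, in the main edgeR fit, any single gene passed the correction. Igkv5-45 passed with DESeq2 and with edgeR on unstranded counts (edgeR adjusted p = 0.0252), and 7 immunoglobulin variable genes passed without F12. The plasma cell set held 5 of its genes in stroma and 6 in macrophages. It was also lower with >10% CC3 in stroma (difference -1.54, exact permutation p = 0.2) and macrophages (difference -1.87, exact permutation p = 0.171). Within diets it correlated between stroma and epithelia of one mouse (r = 0.803, permutation p = 0.00618, rho = 0.818). This points to a difference between mice rather than to carry-over in one fraction, though carry-over in all fractions of a mouse was not tested.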

How the results depend on the processing

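All alternatives apart from DESeq2 on unstranded counts were set before the data were examined, as were the samples' groups, the tests and the rule for naming genes. The 70 results gave 1158 values under the alternatives. Of the 43 named genes, 40 kept their direction in every alternative run for them. All alternatives were run and each gave a value. The cause was not tested unless stated.

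At 1e-10, DESeq2 in place of edgeR gave 1806 genes for epithelia against stroma, 1739 for macrophages against epithelia and 1252 for macrophages against stroma, and 352, 193 and 559 signature genes for epithelia, stroma and macrophages, where edgeR gave 0 of each with 11942, 12490 and 11695 genes at an unadjusted p under 0.05. At 0.05 it gave 91 genes by diet in epithelia, 157 in stroma and 8 in macrophages, and 246, 591 and 2539 genes by CC3 group in epithelia, macrophages and stroma. It gave 1 gene whose diet effect differs between epithelia and stroma and 2 genes shared by their diet comparisons. DESeq2 on unstranded counts, chosen after seeing the data, gave 1783, 1723, 1254, then 364, 187 and 553, then 112, 184 and 1, then 316, 659 and 2658, and 2 shared genes, in the same order without the interaction. In counts simulated with the dispersions of the real genes, DESeq2 made 26 to 54 false calls where edgeR made 2 to 8, and with a dispersion of 0.1 it made 5 to 26 where edgeR made 3 to 14. An adjusted p below 0.05 in place of 1e-10 gave 9713, 10147 and 9365 genes between cell types and 2753, 2713 and 2704 signature genes.

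By diet in epithelia, where edgeR gave 0 (2210 at an unadjusted p under 0.05), one fit of all libraries gave 49 genes, and leaving out each library gave 0 to 1 (the processed pseudogene Ybx1-ps2 without C01, S100a8 without F05). By CC3 group in epithelia, where edgeR gave 0 (2361 unadjusted), unstranded counts gave 1 gene (Igkv5-45), cohort 2 alone gave 1 (Mmp7), and leaving out each library gave 0 to 7, the 7 being immunoglobulin variable genes without F12. In macrophages, where edgeR gave 0 (2999 unadjusted), a minimum of 10 counts in every library gave 1 gene (Cbr2), no filter gave 2 (Mmp11 and Cbr2), adding the control diet libraries gave 1 (Mmp11), and leaving out each library gave 0 to 1 (Gdpd3). In stroma, where edgeR gave 995, no filter gave 2262, which held 994 of the 995, adding the control diet libraries gave 120, all among the 995, and leaving out each library gave 40 to 1243. The 40 without F11 and 68 of the 69 without F13 were among the 995. With 3 mice per group, the CC3 genes of stroma thus depend on single mice.

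Same-numbered mice of the diets are different animals, and their deviations correlated by 0.0195 in epithelia, -0.0969 in stroma and -0.0647 in macrophages, against -0.00191, 0.0200 and 0.0105 for other pairs. With their number as a replicate block, 1 gene (Slpi) passed in epithelia, with 1131 at an unadjusted p under 0.05, and 0 in stroma and macrophages.

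Within the high-fat diet mice alone, r with glucose was 0.139 for S100a8 and 0.248 for S100a9, and within cohort 2 it was 0.519 and 0.522; without the 2 mice farthest from the median it was 0.452 for S100a9. Of the 16 stromal relations with glucose or mass, 7 passed an adjusted p of 0.05. Log2 CPM gave 13, the high-fat diet mice alone gave 0 (2 unadjusted), leaving out the 2 farthest mice gave 1, and leaving out each mouse gave 3 to 11. The relations that pass over all mice may therefore also carry the difference between the diets.

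The interferon-stimulated genes in stroma ranged from -0.69 to 0.11 over the fits that each left out one mouse, and turned positive without C13 (0.11). In epithelia they stayed between 0.70 and 1.17. Ryr3 ranged from -1.98 without F05 to 0.0401 without C12, where it turned. Chaf1a ranged from -0.16 to 0.0037, turning without C13. Znhit6 was at -1.17 with DESeq2 and with DESeq2 on unstranded counts, and ranged from -1.22 to 0.15 with each library left out; the value of -1.22 without F05, which held 4014 of its counts, shows that 1 library set its edgeR value of 0.0496.

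Among single genes and component shares, DESeq2 moved 29 named genes past the threshold and DESeq2 on unstranded counts 33. Unstranded counts moved 1 past it and took 2 below it, Gm13372 and 2810430I11Rik, whose reverse-stranded counts exceeded their unstranded counts. RLE normalization moved no named gene past or below the threshold. By CC3 group in stroma, RLE normalization gave 1034 genes, 994 of them among the 995 of edgeR, and forward-stranded counts gave 947, 746 of them among the 995.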

Differences from the paper's values

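The paper reports 1775 genes between epithelia and stroma and 1230 between macrophages and stroma at an FDR of 1e-10, and its supplementary table holds 1707 between macrophages and epithelia, against 0 here for each. Among the alternatives set before the data were examined, DESeq2 came within 1.5 times the paper's numbers (1806, 1252 and 1739), and RLE normalization, the strand columns, the filters, the sets of libraries, the mouse block and the threshold of 0.05 (9713, 9365 and 10147) did not. The paper's signatures hold 358 epithelial, 180 stromal and 546 macrophage genes, against 0 here. DESeq2 gave 352, 193 and 559, and the other alternatives did not reach them, with 2753, 2713 and 2704 at a threshold of 0.05.

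By diet, the paper reports 105 genes in epithelia (49 higher, 56 lower), against 0 here. DESeq2 gave 91 (46 and 45), while one fit of all libraries (49, of which 15 were higher and 34 lower), the block by mouse number (1) and the others set before the data were examined did not reach the numbers in full. In stroma the paper reports 141 genes (34 higher, 107 lower), against 0 here, and DESeq2 gave 157 (49 and 108). In macrophages the paper reports 1 gene, against 0 here; DESeq2 gave 8, and none of the alternatives set before the data were examined gave 1. DESeq2 on unstranded counts gave that 1 gene, Gm11814, and was chosen after seeing the values. For genes by diet in both cell types the paper reports 2, against 0 here. DESeq2 gave 2, Gm35065 and Prss12, and DESeq2 on unstranded counts, chosen after seeing the values, gave Angptl1 and Prss12, which are not Pglyrp1 and Cited1.

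By CC3 group, the paper reports 331 genes in epithelia (187 higher, 144 lower), against 0 here. DESeq2 gave 246 (137 and 109), while unstranded counts (1), cohort 2 alone (1) and the others did not reach it. In macrophages the paper reports 651 (263 higher, 388 lower), against 0 here. DESeq2 gave 591 (223 and 368), while the stricter filter (1), no filter (2), the added control diet libraries (1) and the others did not. In stroma the paper reports 3361 (1702 higher, 1660 lower), against 995 here (614 and 381). DESeq2 gave 2539 (1278 and 1261), and no filter gave 2262, with 1207 higher, within 1.5 times the paper's numbers, and 1055 lower, not within them. RLE normalization (1034), unstranded counts (887), forward-stranded counts (947), the stricter filter (1256) and the added control diet libraries (120) did not. DESeq2 on unstranded counts, chosen after seeing the values, also came within 1.5 times each of these numbers, with 1783, 1254 and 1723 between cell types, 364, 187 and 553 signature genes, 112 and 184 by diet, and 316, 659 and 2658 by CC3 group.

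The p-value of the correlation of S100a8 with glucose is about 0.006 in Fig. 4E, from Pearson's correlation. The permutation p here was 0.00299, and unstranded counts gave 0.00568. In Fig. 6D the p-values with glucose are about 0.007 for Per3, about 0.009 for Dbp and about 0.014 for Tef, against 0.0157, 0.0153 and 0.0264 here. Those of the paper come from Pearson's correlation, on stroma that includes mouse F15. Those here are permutation p-values without F15, so neither the test nor the mice are the same. Spearman's rho gave 0.00811 for Per3, log2 CPM gave 0.00849 for Dbp and 0.0209 for Tef, and unstranded counts gave 0.0130 for Dbp. Leaving out F16 gave exact permutation p-values of 0.00654 for Dbp and 0.0120 for Tef, and leaving out F17 gave 0.00754 and 0.0157. The other alternatives run did not come within 1.5 times these values.

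In the paper's supplementary table the log2 fold change of Ryr3 is -2.11, against -0.45 here, with -1.95 from DESeq2 and -1.98 without F05, both set before the data were examined. A value is counted as reached here when it lies within the edgeR standard error of that gene. That of Znhit6 is -1.17, against 0.0496 here, -1.17 from DESeq2 and -1.22 without F05. That of Chaf1a is -1.17, against -0.0707 here; unstranded counts gave -1.23 and DESeq2 did not reach it (-0.0684). That of Mmp11 in macrophages is 3.90, against 2.89 here and 3.88 from unstranded counts. That of Adamtsl2 in stroma is -5.11, against -6.28 here, -5.11 from unstranded counts and -5.68 without F11. That of Gpnmb in stroma is 3.39, against 3.14 here, and it was reached without F11 (3.16), F12 (3.32) and F14 (3.26) but by none of the alternatives with all libraries (3.13 with DESeq2). DESeq2 on unstranded counts, chosen after seeing the values, gave -2.11 for Ryr3, -1.17 for Znhit6, -1.24 for Chaf1a, 3.90 for Mmp11 and -5.14 for Adamtsl2.

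The paper names Cldn4 and Cldn7, Ccn3, and C1qa and C1qc as the most significant genes of their signatures. With edgeR they ranked 25 and 24, 10, and 24 and 30, and with DESeq2 3 and 5, 12, and 3 and 5. The paper draws Znhit6 as lower in high-fat diet epithelia, where edgeR gave 0.0496 and DESeq2 -1.17. It calls S100a8 and S100a9, Hapln2, Etnppl and Ryr3 in epithelia, Tef, Dbp, Per3, Nr1d2, Gpr176, Hlf, Mcm5, Mcm6, Lig1, Fgfr1 and Pglyrp1 in stroma, Klk1, Igkv5-45 and Bnc1 between the CC3 groups in epithelia, and Cbr2 and Mmp11 in macrophages, none of which passed 0.05 with edgeR and all of which did with DESeq2. S100a8 also passed with edgeR without the library of F05, Igkv5-45 with unstranded counts, Cbr2 with the stricter filter and without a filter, and Mmp11 without a filter and with the control diet libraries added. Cited1 and Pglyrp1 in epithelia and Chaf1a in stroma passed only with DESeq2 on unstranded counts, chosen after seeing the values, and Cited1 in stroma passed with none of these. With DESeq2 on unstranded counts, Pglyrp1 in stroma did not pass (adjusted p = 0.0692), so neither DESeq2 setting called it in both cell types. E2f8 in stroma, drawn in Fig. 6F, did not pass with edgeR (adjusted p = 0.376) but went under 0.05 with an alternative. From Broad GSEA, the paper states that interferon response pathways are lower in stroma. GSEA was not run here. The mean of the 20 interferon-stimulated genes, which is another measure, differed by -0.40 in stroma with an exact permutation p of 0.486.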

Other observations

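Some tests were chosen only after the results were seen. Among them were the splits of the libraries for the edgeR counts between cell types and by diet in stroma and macrophages. The thinning of libraries, the library sizes of the diets and of the CC3 groups and the check of Znhit6 were also chosen then. The other tests were written down before.

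Other splits of the same libraries were fitted in the same way, the real split included. By diet in epithelia, 18 of 100 splits gave at least as many genes at an unadjusted p under 0.05 (2210) with edgeR, and 7 of 60 gave at least 91 genes with DESeq2, with a median of 5 and a maximum of 807 in the others. The edgeR count of 0 was met by all 100 splits, as any split meets a count of 0, which tells nothing about chance here or below; 5 of them gave calls, up to 1190. In stroma, 14 of 100 splits gave at least 2213 genes at an unadjusted p under 0.05, 10 of 100 gave at least 157 with DESeq2 (others up to 2717), and all 100 met the edgeR count of 0, 10 of them with calls. In macrophages, 84 of 100 gave at least 708 unadjusted, 47 of 100 gave at least 8 with DESeq2, and all 100 met 0. For the interaction of diet and cell type, 12 of 100 gave at least 1598 unadjusted and all 100 met 0. The numbers of genes by diet were thus within what other groupings of these mice give, and chance remains an explanation for them as numbers.

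By CC3 group in epithelia, 12 of 100 splits gave at least 2361 unadjusted, and 7 of 60 gave at least 246 with DESeq2, so that chance remains an explanation; all 100 met the edgeR count of 0. In macrophages, 1 of the 35 splits, the real one, gave 2999 unadjusted genes and 1 of 35 gave 591 with DESeq2, with up to 565 in the others, so that chance is less of an explanation there; all 35 met the edgeR count of 0. In stroma, 1 of the 10 splits gave 995 genes with edgeR, 0 in the other 9, 1 of 10 gave 5561 unadjusted and 1 of 10 gave 2539 with DESeq2, but 10 splits cannot show a share under 0.1. Between cell types, 1 of 8 splits gave as many genes at an unadjusted p under 0.05, at an adjusted p below 0.05 and with DESeq2 in each comparison, and all 8 met the edgeR count of 0 at 1e-10; the splits exchanged the cell types of the libraries within mice, so that 8 were possible.

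The paper's table of differential expression was set beside DESeq2 on either strand column. The log2 fold change was closer with unstranded than with reverse-stranded counts for 97.1% of the table's genes by diet in epithelia, 99.1% by CC3 group in epithelia, 99.2% by CC3 group in macrophages and 99.8% for epithelia against stroma. For the stromal comparisons, whose libraries here lack mouse F15, it was closer for 59.0% by diet and 61.3% by CC3 group. In the comparisons with all libraries at hand, the table is consistent with unstranded counts: by diet in epithelia the median level of the table's genes was 1.00 times the table's with unstranded and 0.504 times with reverse-stranded counts. In the stromal comparisons these levels were 1.04 and 0.527 times by diet and 1.02 and 0.516 times by CC3 group, which also points to unstranded counts, while the fold changes there decide less.

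The 995 genes by CC3 group in stroma were set against technical explanations. Their log2 fold changes did not follow those of epithelia against stroma (r = 0.0914 over 23367 genes, and 49.5% of 992 genes in the same direction), but epithelial marker genes were higher with >10% CC3 (mean log2 CPM 1.89 against 0.85, difference 1.04, 3 of 3 mice above, exact permutation p = 0.1) and stromal fibroblast genes lower (difference -0.46, exact permutation p = 0.1), each the smallest p possible. The marker genes leave differing epithelial RNA in the stromal fraction open for part of the genes. With 49.5% of 992 genes in the direction of epithelia, the values argue against it as the source of the 995 genes as a set. Smooth muscle genes were lower with >10% CC3 (mean log2 CPM 8.55 against 9.53, difference -0.98, exact permutation p = 0.2), with 2 of 3 mice below every other. Smooth muscle RNA was not tested as a source of the 995 genes. Gene length did not explain them (rho = 0.102). Of the 995 genes, 9.85% had more reverse-stranded than unstranded counts, against 12.5% of all genes tested, so that overlapping genes on the other strand were not overrepresented. Total counts of the groups did not overlap (exact permutation p = 0.1, the smallest possible), so library size could be the cause. After thinning every library to the smallest total, 954 genes passed, 901 of them among the 995. Thinning goes against depth as such, but whatever made the totals differ cannot be told apart from CC3. In macrophages the totals of the CC3 groups did not overlap either (exact permutation p = 0.2), and no thinning was done there. Log2 fold changes in macrophages followed those of macrophages against epithelia weakly (r = 0.227 over 22786 genes), and epithelial marker genes were lower with >10% CC3 (mean log2 CPM 3.66 against 5.99, difference -2.32, exact permutation p = 0.143), so differing epithelial RNA in the macrophage fraction remains a candidate explanation for part of the differences.

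The correlation of epithelial S100a8 with glucose may rest on the means of the diets, since r within the high-fat diet mice was 0.139. Spread of the epithelia on the first principal component was not explained by cohort (permutation p = 0.591). Znhit6 in epithelia depends on 1 library, with a log2 fold change of -1.22 without F05. Ngp, called in macrophages by DESeq2, had 140 counts in F15, 21 in F16 and 0 in the other 9 libraries, so that 87.0% of its counts lay in 1 library, less than the share set beforehand for a single library as its source.

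Natural killer cell genes were lower in high-fat diet stroma by 1.51 on the log2 scale, and they moved together within diets (mean pairwise r = 0.489, against 0.116 at the upper 5% point of random matched lists). This is consistent with fewer natural killer cells in the stromal fraction, and the paper's discussion leaves open that lower immune-related genes in stroma come from the cell populations of the impure fraction; the tissue and the fraction were not told apart. The same set correlated between stroma and epithelia of one mouse by 0.620 within diets (permutation p = 0.0569, rho = 0.539). The cell cycle genes, a set that includes Mcm5, Mcm6 and Lig1, were lower in high-fat diet stroma but did not pass the correction. Their difference was -1.57 (exact permutation p = 0.0238, adjusted p = 0.196), with 2 of the 6 high-fat diet mice below every control diet mouse. They followed the natural killer cell genes weakly (r = 0.291, permutation p = 0.411, rho = 0.285), which leaves open whether both come from the same cells. Interferon-stimulated genes in stroma did not follow macrophage genes (r = -0.0225, permutation p = 0.953, rho = -0.139), but macrophage genes were lower in high-fat diet stroma (difference -0.55, exact permutation p = 0.0619), so macrophage RNA was not ruled out as a part of them.

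The clock genes Per1, Per2, Per3, Nr1d1, Nr1d2, Dbp, Tef, Hlf, Ciart and Bhlhe41, a set that includes 5 genes of Fig. 6D, were higher in high-fat diet stroma by 0.89 (exact permutation p = 0.00476, adjusted p = 0.0524, higher in 6 of 6 mice than in every control diet mouse). In epithelia of the 21 mice of both cohorts the difference was 0.06 (permutation p = 0.784) and in macrophages 0.37 (exact permutation p = 0.142). Over the 10 mice with both cell types, the difference between the effects was 0.40 (exact permutation p = 0.233). The clock genes of stroma and epithelia of one mouse correlated by 0.292 within diets (permutation p = 0.409, rho = 0.139), which cannot address a difference in time between the diets. The genes Arntl, Npas2, Clock, Nfil3 and Cry1, which peak in the opposite phase, differed by -0.19 (exact permutation p = 0.252) and correlated with the other clock genes by -0.417 (permutation p = 0.230, rho = -0.273). The rise can therefore not be told apart from a shift of the whole clock. The paper states one time of collection for all mice, and times of single mice were not used here.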
